# Angiopoietin-2 blockade ameliorates autoimmune neuroinflammation by inhibiting leukocyte recruitment into the CNS

**DOI:** 10.1172/JCI130308

**Published:** 2020-03-09

**Authors:** Zhilin Li, Emilia A. Korhonen, Arianna Merlini, Judith Strauss, Eleonoora Wihuri, Harri Nurmi, Salli Antila, Jennifer Paech, Urban Deutsch, Britta Engelhardt, Sudhakar Chintharlapalli, Gou Young Koh, Alexander Flügel, Kari Alitalo

**Keywords:** Autoimmunity, Neurological disorders

## Abstract

Angiopoietin-2 (Ang2), a ligand of the endothelial Tie2 tyrosine kinase, is involved in vascular inflammation and leakage in critically ill patients. However, the role of Ang2 in demyelinating central nervous system (CNS) autoimmune diseases is unknown. Here, we report that Ang2 is critically involved in the pathogenesis of experimental autoimmune encephalomyelitis (EAE), a rodent model of multiple sclerosis. Ang2 expression was induced in CNS autoimmunity, and transgenic mice overexpressing Ang2 specifically in endothelial cells (ECs) developed a significantly more severe EAE. In contrast, treatment with Ang2-blocking Abs ameliorated neuroinflammation and decreased spinal cord demyelination and leukocyte infiltration into the CNS. Similarly, Ang2-binding and Tie2-activating Ab attenuated the development of CNS autoimmune disease. Ang2 blockade inhibited expression of EC adhesion molecules, improved blood-brain barrier integrity, and decreased expression of genes involved in antigen presentation and proinflammatory responses of microglia and macrophages, which was accompanied by inhibition of α_5_β_1_ integrin activation in microglia. Taken together, our data suggest that Ang2 provides a target for increasing Tie2 activation in ECs and inhibiting proinflammatory polarization of CNS myeloid cells via α_5_β_1_ integrin in neuroinflammation. Thus, Ang2 targeting may serve as a therapeutic option for the treatment of CNS autoimmune disease.

## Introduction

The blood-brain barrier (BBB) is indispensable for the maintenance of CNS homeostasis, acting by restricting molecular and cellular trafficking across the blood vascular endothelium into the CNS (1). Compromised BBB integrity and leukocyte infiltration into the CNS are crucial in the pathogenesis of inflammatory CNS diseases (2). Immune cell activation leads to demyelination and axonal damage, resulting in neurological dysfunction and physical disability (3). Thus, identifying novel targets for therapeutic intervention that can improve BBB integrity and attenuate leukocyte recruitment into the CNS holds great promise for the development of effective strategies for treating CNS autoimmune diseases. Experimental autoimmune encephalomyelitis (EAE) is a well-characterized experimental model of multiple sclerosis (MS), which is the most common human demyelinating CNS autoimmune disease (3). This makes EAE an ideal model for studying the cellular and molecular mechanisms underlying CNS autoimmune disease.

During inflammation, endothelial cells (ECs) are critically involved in regulating vascular permeability and leukocyte recruitment. The angiopoietin-Tie (Ang-Tie) growth factor–receptor system is essential for vascular development and integrity and for vessel remodeling in pathological conditions (4, 5). The Ang ligands bind to and regulate activation of the Tie1-Tie2 receptor tyrosine kinase complex. Ang1 is a constitutively expressed agonistic ligand that promotes vascular stability, whereas Ang2 is a context-dependent antagonist or agonist of Tie2 (6–9). Overexpression of an Ang2 transgene in ECs has been shown to increase BBB permeability for low molecular weight solutes in vivo (10). In inflammatory conditions, Ang2 is induced in the ECs, in which it promotes vascular remodeling and leakage by antagonizing phosphorylation of the constitutively active endothelial Tie2 tyrosine kinase receptor and by activating α_5_β_1_ integrin (11–15). The unique role of the Ang/Tie signaling pathway in vascular stability suggests that it could serve as a target of therapeutic intervention in diseases in which vascular integrity is compromised (4). Although Ang2 has been implicated in cancer, myocardial ischemia, and sepsis (11, 16–18), its possible involvement in CNS autoimmune disease remains unknown.

Here we explored the role of Ang2 in autoimmune neuroinflammation by using mice expressing an Ang2 transgene specifically in ECs and a function-blocking Ab against Ang2. Our results show that Ang2 is induced in neuroinflammation and that Ang2 overexpression in ECs exacerbates the development of CNS autoimmune disease. Mechanistically, we demonstrate that Ang2 upregulates the neuroinflammation-induced expression of EC adhesion molecules and exacerbates BBB permeability, thereby enhancing leukocyte recruitment, and promotes proinflammatory polarization and responses of myeloid cells in the CNS. Hence, our study identifies Ang2 as a potential target for therapeutic intervention. The Ang2-blocking Ab that attenuates both vascular and neuroinflammation should provide a possibility for the treatment of CNS autoimmune diseases.

## Results

### Ang2 overexpression exacerbates whereas its blockade ameliorates the severity of CNS autoimmune disease.

In order to investigate the possible involvement of Ang2 in autoimmune inflammation of the CNS, we first measured Ang2 protein concentrations in serum and spinal cord (SC) lysates of adult C57BL/6J mice before and at different time points after immunization with myelin oligodendrocyte glycoprotein (MOG)_35–55_ peptide (active EAE). As shown in Figure 1A, Ang2 protein concentrations in the serum at 7 days post immunization (dpi) and in the SCs at 14 and 28 dpi were higher than in naive mice (0 dpi), indicating induction of Ang2 expression during CNS autoimmune disease development.

We next determined whether an excess of Ang2 would influence the autoimmune process within the CNS. We induced active EAE in mice that overexpress a tetracycline-regulated Ang2 transgene specifically in the ECs (*VE-cadherin-tTA*;*Tet-OS-Ang2* double transgenic, designated as *EC-Ang2* mice) (17). Interestingly, these mice developed a more severe disease, as characterized by higher EAE clinical scores and exacerbated body weight loss (Figure 1B). To ascertain whether blocking Ang2 function ameliorates neuroinflammation, we first treated mice with mouse IgG1 (mIgG1) isotype control or Ang2-blocking Ab (Ang2 Ab) starting at the time of EAE induction (0 dpi). The prophylactic Ang2 blockade attenuated the clinical severity of the disease and body weight loss when compared with mIgG1-treated control mice (Figure 1C). We then assessed the potential therapeutic effect of the Ang2 Ab in neuroinflammation by administrating the Abs starting immediately before EAE onset (at 7 dpi), during the effector phase of the disease (preemptive EAE). Again, Ang2 blockade, but not application of mIgG1, resulted in reduction of disease severity (Figure 1D). Moreover, Ang2 Ab–treated EAE mice had smaller demyelinated lesion areas in the SCs than mIgG1-treated control mice, as demonstrated by immunostaining of myelin basic protein (MBP) (Figure 1, E and F). These data showed that Ang2 is critically involved in CNS autoimmune pathogenesis.

Results from the preemptive Ang2 blockade indicated that Ang2 exerts a more important pathogenic role during the effector phase of the CNS autoimmune process, rather than during the T cell priming phase in the peripheral organs. In order to confirm this, we induced EAE in mice by adoptive transfer of fully differentiated, fluorescently labeled effector T cells (adoptive transfer EAE) and found that Ang2 Ab treatment also exerted a significant therapeutic effect (Figure 1G). Intravital 2-photon laser scanning microscopy of EAE lesions revealed that Ang2 blockade did not affect the basic locomotion characteristics of the fluorescent effector T cells in the SCs, as neither the speed, movement displacement, nor straightness of T cells was changed (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI130308DS1). However, even in mice at a similar disease stage, Ang2 blockade led to a reduction of the number of infiltrated effector T cells (Supplemental Figure 1B), which suggests that Ang2 is involved in the regulation of immune cell recruitment into the CNS.

### Ang2 blockade attenuates leukocyte recruitment into the CNS.

To analyze the extent of leukocyte infiltration into the CNS, we enriched immune cells from the SCs of mIgG1- and Ang2 Ab–treated EAE mice at 12 dpi by Percoll gradient centrifugation (19). Flow cytometric quantification showed that microglia, macrophages, granulocytes, and T cells (both Th cells and cytotoxic T [Tc] cells) were decreased in the SCs of Ang2 Ab–treated EAE mice in comparison with mIgG1-treated control mice (Figure 2A and Supplemental Figure 2A). In addition, we quantified gene expression of classical Th1 (*Ifng* and *Tnf*), Th2 (*Il4*), and Th17 cytokines (*Il17a*) and found that the Ang2 Ab–treated EAE mice expressed lower mRNA levels of proinflammatory Th1 and Th17 cytokines in the SCs than mIgG1-treated control mice at 14 dpi (Figure 2B). Moreover, we detected downregulation of *Itga4* and *Itgb1* subunits of α_4_β_1_ integrin, which is involved in T cell trafficking, in the SCs of the Ang2 Ab–treated EAE mice (Figure 2B). In contrast, flow cytometric analysis revealed that the *EC-Ang2* EAE mice had more microglia, macrophages, granulocytes, and T cells (Th cells) in the SCs than single transgenic control mice at 12 dpi (Figure 2C). These flow cytometric data were further consolidated by immunohistochemical staining of SC sections using Abs against the microglia and macrophage marker Iba1, granulocyte marker Ly-6G, and Th cell marker CD4 (Figure 2, D and E). However, neither Ang2 blockade nor Ang2 overexpression affected the number of Iba1^+^ cells in the SCs of control mice (Figure 2, D and E), suggesting that Ang2 does not influence microglial activity during homeostasis. These results show that Ang2 promotes leukocyte infiltration into the CNS in neuroinflammation without affecting the number of microglia under physiological conditions.

### Ang2 blockade ameliorates immune cell activation and restores CNS homeostasis.

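Cells from the SCs of EAE mice were sequenced as 4 libraries, 1 for each condition. The blockade pair was mIgG1- and Ang2 Ab–treated mice at 14 dpi, and the overexpression pair was single transgenic control (Ctrl) and *EC-Ang2* mice at 12 dpi. Each library held CD45+ immune cells and CD31+ ECs sorted in equal numbers and captured in droplets with the 10x Genomics Chromium 3′ v2 chemistry. Each captured transcript carries a barcode that marks its droplet and a unique molecular identifier (UMI) that lets copies made by PCR be counted once. The authors deposited the UMIs that Cell Ranger counted for each gene and barcode, without normalization and with empty droplets included. These held 66631583 UMIs for mIgG1, 57954609 for Ang2 Ab, 52084739 for Ctrl, and 52796061 for *EC-Ang2*. Barcodes were called as cells by the order-of-magnitude rule of early Cell Ranger versions for 10000 expected cells, which gave UMI thresholds of 2665, 2145, 2279, and 2624. This called 6466 mIgG1, 7258 Ang2 Ab, 6374 Ctrl, and 4955 *EC-Ang2* cells, with a median of 6955.5, 4946, 5148.5, and 7373 UMIs, from what the paper gives as approximately 10,000 sorted cells. The paper's text says that doublets, cells with high mitochondrial content, and cycling cells were filtered out but names no thresholds. Cells with 10% or more mitochondrial UMIs were removed first (11, 9, 14, and 8 cells in the same order). Doublets were then removed by their Scrublet scores at a rate of 0.8% for each 1000 called cells (334, 421, 325, and 196 cells), because the threshold that Scrublet set by itself marked 0.0157% of the Ctrl cells. Such scores miss doublets of like cells. Removal of cells with UMIs of 3 or more of 12 cycling genes left 5904, 6561, 5635, and 4578 cells, of which 3288, 3221, 2108, and 2370 were immune cells. The libraries of each pair were aligned by canonical correlation analysis (CCA) and clustered on 2000 variable genes, after the genes that the paper reports as results and those of the gene lists had been left out. Levels are UMIs summed over the cells of a type in 1 library, per 1000000 UMIs of those cells (CPM), and log2 ratios are treated over control. With 1 library per condition, no difference between conditions could be tested, and the 95% intervals given are exact Poisson or binomial intervals that cover counting error only, not the spread between mice or libraries. The tests in the paper took single cells as replicates. RNA from broken cells that enters every droplet (free RNA) made up 4.60%, 4.63%, 4.16%, and 3.66% of the UMIs in immune cells, from the levels of EC-only genes in them and in empty droplets. Gene coordinates are those of GENCODE on GRCm38; the paper's text does not name the build used for counting.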

To map the profiles of immune cells, we sorted CD45^+^ immune cells from the SCs of mIgG1- versus Ang2 Ab–treated EAE mice at 14 dpi and single transgenic control versus *EC-Ang2* EAE mice at 12 dpi (Supplemental Figure 2B) and analyzed their transcriptomes by single-cell RNA-Seq (scRNA-Seq). Hierarchical clustering of the cells identified 5 main clusters of immune cells (Figure 3A), which expressed canonical markers of microglia (*Tmem119*, *P2ry12*, and *Cx3cr1*), macrophages (*Cd14*, *Lyz2*, *Ly6c2*, and *Cd68*), Th cells (*Cd3d*, *Cd3e*, *Cd3g*, and *Cd4*), granulocytes (*Retnlg*, *S100a8*, and *S100a9*), and dendritic cells (*Kmo*, *Flt3*, *Ccr7*, and *Ccl17*) (Figure 3A). 

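In the re-analysis, 15 immune cell clusters in the blockade pair and 16 in the overexpression pair were named by their markers, with the ending -like because names rest on transcripts alone. Microglia-like, macrophage-like, Th cell–like, granulocyte-like, and dendritic cell–like clusters were found in both pairs, as was a sixth type resembling NK or CD8 T cells (13 mIgG1, 35 Ang2 Ab, 16 Ctrl, and 13 *EC-Ang2* cells). The number of named types was 6 under each alternative that clustered the cells anew. Microglia-like cells numbered 293 in mIgG1 (8.91% of immune cells, exact binomial interval 7.96% to 9.94%), 289 in Ang2 Ab (8.97%, 8.01% to 10.0%), 604 in Ctrl (28.7%, 26.7% to 30.6%), and 41 in *EC-Ang2* (1.73%, 1.24% to 2.34%). As a share of immune cells outside mixed clusters, they were 9.01% in mIgG1 and 9.08% in Ang2 Ab, but 4.67% and 4.86% with the result genes kept as clustering features. With cycling cells kept, they were 13.5% of immune cells outside mixed clusters in Ang2 Ab, 39.9% in Ctrl, and 4.83% in *EC-Ang2*. Macrophage-like cells numbered 1770 (53.8%), 1938 (60.2%), 887 (42.1%), and 1726 (72.8%) in the same order. There were 233, 236, 190, and 333 Th cell–like cells, 40, 137, 168, and 124 granulocyte-like cells, and 54, 78, 127, and 118 dendritic cell–like cells. In the blockade pair, the larger of 2 microglia-like clusters was led by *Ccl4*, *Cx3cr1*, *Ccl3*, and *Tmem119*, of which *Ccl3* and *Ccl4* are inflammatory genes, and these with *Tnf* were also among the leading genes of the larger of 2 in the overexpression pair. The smaller (16 mIgG1, 22 Ang2 Ab, 150 Ctrl, and 15 *EC-Ang2* cells) had *C1qa*, *Ly86*, and *Cd81* among their leading genes. Macrophage-like clusters of the blockade pair were led by *Tgfbi* and *Pid1*, by *Gpnmb*, *Fabp5*, and *Spp1*, by *Inhba* and *Nos2*, or by *Ms4a4c* and *Plac8*, whereas those of the overexpression pair included 1 led by *Ms4a4c* with the interferon-induced genes *Ifit2* and *Oasl1*, 1 led by *Ifitm6* and *Plac8* (151 Ctrl and 186 *EC-Ang2* cells), and the largest, led by *Ass1* and *Clec5a* (272 and 417 cells). The Th cell–like cluster, the larger of 2 in the overexpression pair, where the other held 13 and 15 cells, had *Lat* and *Cd3g* among its leading genes, and the granulocyte-like cluster was led by *S100a9* and *S100a8* in the blockade pair and by *Chil1* in the overexpression pair. A dendritic cell–like cluster was led by *Fscn1*, *Ccr7*, and *Ccl22* in both. In the overexpression pair, a macrophage-like cluster led by *Gpnmb*, *Arg1*, and *Fabp5* held 36 Ctrl cells and 443 *EC-Ang2* cells (1.71% and 18.7% of immune cells), so that its features cannot be separated from that library. In the blockade pair, 3 clusters could not be named by their markers and were left out, with 25.8% of mIgG1 and 14.6% of Ang2 Ab immune cells; the largest, led by *Apoe* and *Ms4a7*, held 664 and 278 cells, whereas a cluster led by the same genes in the overexpression pair met the macrophage markers. A cluster led by *H2-Eb1* was likewise left out in the blockade pair (150 and 165 cells) and named dendritic cell–like in the overexpression pair (97 and 79 cells). Clusters with markers of more than 1 type or class, by rules set after the clusters had been seen, held 1.13%, 1.21%, 5.50%, and 0.633% of immune cells. In the overexpression pair, 1 of these had *Retnlg*, *S100a8*, and *S100a9* among its leading genes (67 Ctrl and 2 *EC-Ang2* cells), so that the granulocyte-like cells of that pair omit it. UMIs of 2 or more of 6 macrophage genes (*Ly6c2*, *Ccr2*, *Plac8*, *Chil3*, *Ms4a4c*, and *Arg1*), counted at 2000 UMIs per cell, were present in 46.4% of mIgG1, 43.9% of Ang2 Ab, 9.27% of Ctrl, and 19.5% of *EC-Ang2* microglia-like cells. The *EC-Ang2* values for microglia-like cells therefore rest on 41 cells, 8 of which held these macrophage transcripts.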

The largest number of significantly (adjusted *P* < 0.05) downregulated genes by Ang2 blockade was found in microglia, followed by macrophages, granulocytes, Th cells, and dendritic cells. 

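A gene was counted as lower when its level fell at least 1.5-fold, it had a UMI in 10% of the cells of 1 library of the pair, and it had 50 UMIs in both together; this rule names sizes and is no test. After Ang2 blockade, 292 of 7707 genes were lower in microglia-like cells, 199 of 1962 in granulocyte-like cells, 186 of 4308 in Th cell–like cells, 129 of 5419 in macrophage-like cells, and 88 of 1689 in dendritic cell–like cells. In the opposite direction, 492, 247, 255, 191, and 131 genes were higher. A natural log fold change of 0.25 moved these numbers most, to 765 lower genes in microglia-like, 448 in granulocyte-like, 530 in Th cell–like, 366 in macrophage-like, and 224 in dendritic cell–like cells. The number of genes that a type can show depends on its cells and UMIs. At an equal 40 cells per type and library, 157 of 2861 genes were lower in microglia-like, 113 of 1477 in macrophage-like, 108 of 1027 in granulocyte-like, 69 of 1073 in dendritic cell–like, and 66 of 1043 in Th cell–like cells. UMIs per cell were not made equal, so that more genes could be counted in microglia-like cells. Microglia-like cells had the largest number under 11 of 13 alternatives; the exceptions were no doublet removal (508 in Th cell–like cells) and a minimum of 500 UMIs per cell, chosen after seeing the data (180 in granulocyte-like cells). In granulocyte-like cells, *Ccl5* (log2 ratio −2.10), *Apoe* (−1.77), and *C1qa* (−1.66) fell most. *Ltf* (5.39), *Slfn5* (4.09), and *Ngp* (4.04) rose most there, from 2, 1, and 11 UMIs in mIgG1. The share of these cells with a UMI of *Ngp* went from 10% to 5.11%, so that its rise lies in few cells. The largest falls in Th cell–like cells were in *Saa3* (−1.82), *Apoe* (−1.81), and *Ccl3* (−1.69), and the largest rises in *S100a9* (5.26), *S100a8* (4.24), and *Scgb3a1* (2.40). For *Ccl3*, the share of Th cell–like cells with a UMI went from 10.3% to 12.3%, against the direction of its level. Dendritic cell–like cells had the largest falls in *Apoe* (−1.98), *Cldn5* (−1.67), and *Sec11c* (−1.59) and the largest rises in *Scgb3a1* (3.73), *Nup62* (2.53), and *Pfkp* (1.86). Several of these are abundant transcripts of other cell types, such as the EC genes *Scgb3a1* and *Cldn5* and the granulocyte genes *S100a8* and *S100a9*, and were measured in cells that share the droplets' free RNA.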

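The deposited counts come without GO annotation, so gene lists written from the named processes were used in its place. GO analysis in the paper took the significantly changed genes alone, whereas a list's median covers all of its measured genes. A process can therefore be found among lower genes while its list median is above 0. For each list, the median log2 ratio of its genes was compared with the medians of 10000 random lists matched for level, and the percentile among them is given as a description. In microglia-like cells after Ang2 blockade, the 19 genes of the antigen processing and presentation list had a median log2 ratio of −0.31 (interval −0.37 to −0.22, percentile 0), from −0.95 for *H2-Aa* to 0.25 for *Tap2*, and 16 were lower. The median moved most, to −0.49, without the microglia-like cells that held macrophage transcripts, an alternative chosen after seeing the data. The 18 inflammatory response genes had a median of 0.78 (0.66 to 0.83, percentile 100), with 14 higher, from −1.58 for *Ccl5* to 1.33 for *Tnf* (180 to 453 CPM). For the 13 genes of the leukocyte adhesion and migration list the median was 0.05 (−0.00 to 0.11, percentile 36.2), and its sign changed between alternatives, down to −0.28 with the result genes kept as clustering features. The 10 genes of the T cell activation list had a median of 0.28 (0.12 to 0.45, percentile 96.7), with 7 higher. The median of all genes in microglia-like cells was 0.07. MAPK cascade genes were not analysed here. The genes that fell most were *Colec12* (−2.36), *Apoc4* (−2.35), and *Apoc1* (−2.24), and those that rose most were *Ccl24* (7.00), *Cxcl3* (2.89), and *Hbegf* (2.25).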

Gene ontology (GO) biological process analysis of the differentially expressed genes revealed that the downregulated genes in the microglial cluster were involved in antigen processing and presentation, inflammatory response, regulation of leukocyte cell-cell adhesion, regulation of leukocyte migration, regulation of T cell activation, proliferation and differentiation, and regulation of MAPK cascade (Figure 3B). In addition, Ang2 blockade decreased the expression of genes involved in the response to oxidative stress that is associated with neurotoxicity (Figure 3B) (20), indicating that Ang2 blockade exerts neuroprotective effects during neuroinflammation. 

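Of the 17 genes on the oxidative stress list, 16 had 10 or more UMIs in microglia-like cells of both libraries together. Their median log2 ratio after Ang2 blockade was −0.09 (interval −0.15 to −0.02), at percentile 0.70 of the matched random lists. Of these, 10 genes were lower and 6 higher, from −1.15 for *Srxn1* to 0.33 for *Prdx6*.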

Similar biological processes were also downregulated in the macrophage cluster (Figure 3C). In contrast, most of the GO biological processes downregulated in the microglial and macrophage clusters of the Ang2 Ab–treated EAE mice were upregulated in the corresponding clusters of the *EC-Ang2* EAE mice (Figure 3, B and C).

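Among macrophage-like cells, the lists had medians after Ang2 blockade of 0.07 for antigen processing and presentation (interval −0.04 to 0.08, percentile 70.5), 0.70 for the inflammatory response (0.63 to 0.77, percentile 100), 0.10 for leukocyte adhesion and migration (0.06 to 0.16, percentile 74.8), 0.27 for T cell activation (0.19 to 0.41, percentile 99.2), and 0.03 for oxidative stress (−0.08 to 0.07, percentile 39.7). The medians below 0 numbered 0 of 5, and 2 of 5 without CCA alignment. In the inflammatory response list, 14 of 18 genes were higher, from −1.73 for *Saa3* to 1.82 for *Ccl2*, and *Tnf* rose by 1.18. In the antigen list, 9 genes were lower and 10 higher. The largest falls were in *Apoe* (−1.82), *Saa3* (−1.73), and *Gpx3* (−1.59), and the largest rises in *Ccl17* (5.64), *Ccl24* (5.14), and *Slfn4* (2.33). The median of adhesion and migration genes changed direction, to −0.07, without CCA alignment, and that of oxidative stress genes was below 0 under 4 alternatives, lowest at −0.02 with the result genes kept as clustering features.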

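With Ang2 overexpression, 2 of 5 list medians were above 0 in microglia-like cells and 1 of 5 in macrophage-like cells. In microglia-like cells these were antigen processing and presentation, with a median log2 ratio of 0.67 (interval 0.53 to 0.77, percentile 100; 16 of 19 genes higher), and oxidative stress, with 0.40 (0.21 to 0.63, percentile 99.95; 13 of 16 genes higher). The inflammatory response list had a median of −0.20 (−0.29 to −0.08, percentile 2.79) with 10 genes lower and 8 higher, from −1.65 for *Tnf* to 4.86 for *Saa3*, and 1 of its genes was set at the floor of 3 counts. That median was 0.03 when each cell's CPM was averaged, and 0.05 with a minimum of 500 UMIs and 0.02 without the cells that held macrophage transcripts, of which the last pair were chosen after seeing the data. Averaging each cell's CPM brought 4 of the 5 medians above 0. Adhesion and migration genes had a median of −0.03 (−0.25 to 0.43, percentile 42.6), which was 0.31 with 3000 expected cells, and T cell activation genes of −0.18 (−0.62 to −0.02, percentile 31.1). In macrophage-like cells, the medians were −0.35 (−0.42 to −0.29, percentile 0.02) for antigen processing and presentation, −0.59 (−0.63 to −0.55, percentile 0) for the inflammatory response, −0.15 (−0.22 to −0.07, percentile 7.84) for adhesion and migration, −0.76 (−0.84 to −0.69, percentile 0) for T cell activation, and 0.08 (0.06 to 0.13, percentile 94.0) for oxidative stress. In microglia-like cells, *Ddah2* (−3.55, interval −8.87 to −1.05) and *Krr1* (−3.42, −8.74 to −0.91) were among the genes that fell most. Each had 1 UMI in *EC-Ang2*, against 114 and 104 in Ctrl, so that the sizes of these falls are poorly measured. *Saa3* (4.86), *Gpnmb* (3.00), and *Chil3* (2.54) rose most. In macrophage-like cells, *Fcrls* (−3.27), *Cd81* (−2.47), and *Cd72* (−2.31) fell most, and *Angpt2* (4.19), *Ctsk* (3.52), and *Chil3* (2.66) rose most. Of the *Angpt2* UMIs of these cells, the estimate of free RNA accounts for 258% in Ctrl and 69.5% in *EC-Ang2*. A share above 100% is more than was measured, so that the estimate is too high in Ctrl. How much of the *Angpt2* in *EC-Ang2* macrophage-like cells is background is therefore uncertain. By the size rule, 1280 of 6385 genes were lower and 523 higher in microglia-like cells, and 341 of 5790 were lower and 199 higher in macrophage-like cells. The microglial numbers compare 604 Ctrl cells (4430794 UMIs) with 41 *EC-Ang2* cells (456397 UMIs). How many of those genes passed by counting error alone was not simulated, so that these numbers are no measure of the size of an effect. In the other immune types, the 3 largest falls and rises were *Ccl12* (−3.36), *Klf4* (−2.74), *C1qb* (−2.38), *Chil3* (3.39), *AW112010* (2.94), and *Mmp8* (2.38) in granulocyte-like cells. They were *Fcrls* (−5.72), *Ly86* (−4.16), *Ccl4* (−3.41), *Chil3* (2.98), *Saa3* (2.02), and *4833407H14Rik* (1.70) in Th cell–like cells. In dendritic cell–like cells, they were *Olfml3* (−6.16), *Fcrls* (−5.48), *C1qc* (−4.61), *Chil3* (5.99), *Hp* (2.20), and *Pla2g7* (2.17). In *EC-Ang2*, *Fcrls* had 2 UMIs in Th cell–like cells, and *Olfml3* and *Fcrls* had 1 UMI each in dendritic cell–like cells. Many of these, such as the microglial genes *Fcrls* and *Olfml3*, are transcripts of other cell types than those they were measured in.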

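The genes that Supplemental Table 1 lists as inversely regulated were looked up in both pairs. They were selected by the authors on these same libraries, so that their counts are not independent evidence. In microglia-like cells, 22 of 23 fell after Ang2 blockade and rose with Ang2 overexpression, and 12 did so by 1.5-fold in both pairs. The median log2 ratio was −0.83 (interval −0.86 to −0.68) after blockade, from −1.58 for *Ccl5* to −0.14 for *Fth1*, and 1.54 (1.40 to 1.65) with overexpression. The exception was *Hp* (haptoglobin, chromosome 8, 109575128 to 109579172), with log2 ratios of −1.13 and −1.14; it had 150 UMIs in Ctrl and 7 in *EC-Ang2* microglia-like cells. In macrophage-like cells, 14 of 14 genes moved in both directions, 7 by 1.5-fold, with medians of −0.64 (−0.69 to −0.62) and 1.03 (0.95 to 1.09). Their blockade values ran from −1.73 for *Saa3* to −0.50 for *Grn*. This number was 13 without CCA alignment, and that of microglia-like cells was 21 with a minimum of 500 UMIs or without the cells that held macrophage transcripts, both chosen after seeing the data. Free RNA accounted for at most 5.53% of the UMIs of the myeloid genes *Saa3*, *Hp*, *Ly6i*, and *Thbs1* together in microglia-like cells of the blockade pair. In the overexpression pair, it accounted for 21.8% of them in Ctrl and 5.92% in *EC-Ang2*, for 50.1% of those of *Saa3* in Ctrl, and for 58.0% of those of *Hp* in *EC-Ang2*.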

Altogether, 23 genes in the microglia and 14 genes in the macrophages were inversely regulated by Ang2 blockade and overexpression (Figure 3, D and E, and Supplemental Table 1). 

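*Apoe* (chromosome 7, 19696109 to 19699188), a lipid carrier gene, had 17410 CPM in mIgG1 and 5250 CPM in Ang2 Ab microglia-like cells, a log2 ratio of −1.73 (interval −1.75 to −1.71). In macrophage-like cells it had 24155 and 6860 CPM, a log2 ratio of −1.82. *Trem2* (chromosome 17, 48346401 to 48354147), which encodes a myeloid receptor, had 971 and 700 CPM in microglia-like cells (−0.47) and 536 and 259 CPM in macrophage-like cells (−1.05). *Fabp5* (chromosome 3, 10012548 to 10016607) went from 693 to 453 CPM (−0.61) and from 1883 to 1199 CPM (−0.65), and *Gpnmb* (chromosome 6, 49036546 to 49070929) from 317 to 129 CPM (−1.30) and from 928 to 337 CPM (−1.46). *Tyrobp* (chromosome 7, 30413760 to 30417585), the signaling adaptor of TREM2, went from 3829 to 3108 CPM (−0.30) and from 3602 to 3152 CPM (−0.19). All 5 falls in each type exceeded counting error. The median of the 5 genes was −0.61 (−0.70 to −0.53, percentile 0.02) in microglia-like cells and −1.05 (−1.11 to −0.99, percentile 0) in macrophage-like cells. The medians moved most to −1.40 in microglia-like cells, with the result genes kept as clustering features, and to −0.37 in macrophage-like cells, without CCA alignment. Without the microglia-like cells that held macrophage transcripts, the median there was −0.84. With Ang2 overexpression, the same 5 genes had medians of 0.52 (0.45 to 0.59; 4 of 5 higher) and 0.34 (0.32 to 0.35; 3 of 5 higher), and *Trem2* had log2 ratios of −0.46 and −0.07. The microglial median with overexpression was 0.02 with cycling cells kept.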

Notably, the TREM2/APOE pathway (*Apoe*, *Trem2*, *Fabp5*, *Gpnmb*, and *Tyrobp*), which is a major regulator driving microglial transition from a homeostatic to a neurodegenerative/neuroinflammatory phenotype in neurodegenerative and autoimmune diseases (Alzheimer’s disease, amyotrophic lateral sclerosis, and MS) (21), was also downregulated in the microglial and macrophage clusters by Ang2 blockade (Figure 3F), which was confirmed by quantitative reverse-transcription PCR (RT-qPCR) (Supplemental Figure 2C). However, Ang2 blockade did not alter the expression of homeostatic genes or transcription factors in microglia or macrophages (Supplemental Figure 2, D and E). 

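The genes that Supplemental Figure 2D shows for microglia include *P2ry12*, *Tmem119*, *Tgfb1*, and *Smad3*. The median log2 ratio of its list after Ang2 blockade was 0.10 (interval 0.05 to 0.23), at percentile 48.8. The log2 ratio was 0.0046 for *Smad3* (below the median of all genes) and 0.54 for *P2ry12* (chromosome 3, 59216272 to 59262871; 161 to 235 CPM). *Tmem119* (chromosome 5, 113793729 to 113800516) rose by 0.41, from 314 to 419 CPM. In macrophage-like cells, where *Csf1r* and *Cx3cr1* stand in the list in place of *P2ry12* and *Tmem119*, the median was −0.0036 (−0.23 to 0.05) at percentile 27.0, and the log2 ratio was −0.67 for *Cx3cr1* and 0.67 for *Gpr34*. With Ang2 overexpression, the microglial list had a median of −0.85 (−1.11 to −0.63, percentile 0.04), with −1.30 for *P2ry12* and −0.18 for *Tgfb1*. For the macrophage list the median with overexpression was −0.45 (−0.48 to −0.29, percentile 0.21).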

Decreased expression of MHCII-associated genes (*H2-Aa*, *H2-Ab1*, *H2-Eb1*, *H2-K1*, and *H2-Q7*) revealed that Ang2 blockade dampens the proinflammatory phenotype of microglia and macrophages (Figure 3F). These results were validated by RT-qPCR, flow cytometry, and immunostaining of MHCII in Iba1^+^ cells (Figure 3, G and H, and Supplemental Figure 2C). In contrast, Ang2 overexpression in ECs led to upregulation of APOE-induced genes and MHCII in CNS myeloid cells (Figure 3, G and H, and Supplemental Figure 2, F and G).

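*H2-Aa* (chromosome 17, 34282744 to 34287823) had 2389 CPM in mIgG1 and 1240 CPM in Ang2 Ab microglia-like cells, a log2 ratio of −0.95. *H2-Ab1* (34257689 to 34269419 on the same chromosome) went from 3348 to 1879 CPM (−0.83) and *H2-Eb1* (34305867 to 34316674) from 1527 to 803 CPM (−0.93). The class I genes *H2-K1* (33996017 to 34000347) and *H2-Q7* (35439155 to 35443773) went from 2400 to 1801 CPM and from 405 to 305 CPM (both −0.41). Class I genes are near-identical copies, so that reads counted for *H2-K1*, *H2-Q6*, or *H2-Q7* are uncertain in their origin. The median of the 5 genes was −0.83 (interval −0.87 to −0.79, percentile 0). It moved most, to −1.56, with the result genes kept as clustering features, and was −1.12 without the cells that held macrophage transcripts. In macrophage-like cells, *H2-Aa* went from 4086 to 3025 CPM (−0.43), *H2-Ab1* from 5659 to 4713 CPM (−0.26), *H2-Eb1* from 2428 to 1917 CPM (−0.34), *H2-K1* from 2096 to 2033 CPM (−0.04), and *H2-Q7* from 353 to 404 CPM (0.19), with a median of −0.26 (−0.28 to −0.25, percentile 0.33). The medians of *Cd74*, *H2-Aa*, *H2-Ab1*, and *H2-Eb1* were −0.89 in microglia-like and −0.34 in macrophage-like cells. A list of 13 interferon-γ–induced genes had a median of 0.13 (0.01 to 0.29, percentile 57.4) in microglia-like cells and of 0.36 (0.28 to 0.49, percentile 100) in macrophage-like cells. From the decreased expression of these genes, the paper concludes that Ang2 blockade dampens the proinflammatory phenotype of microglia and macrophages.

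**Figure D1:**
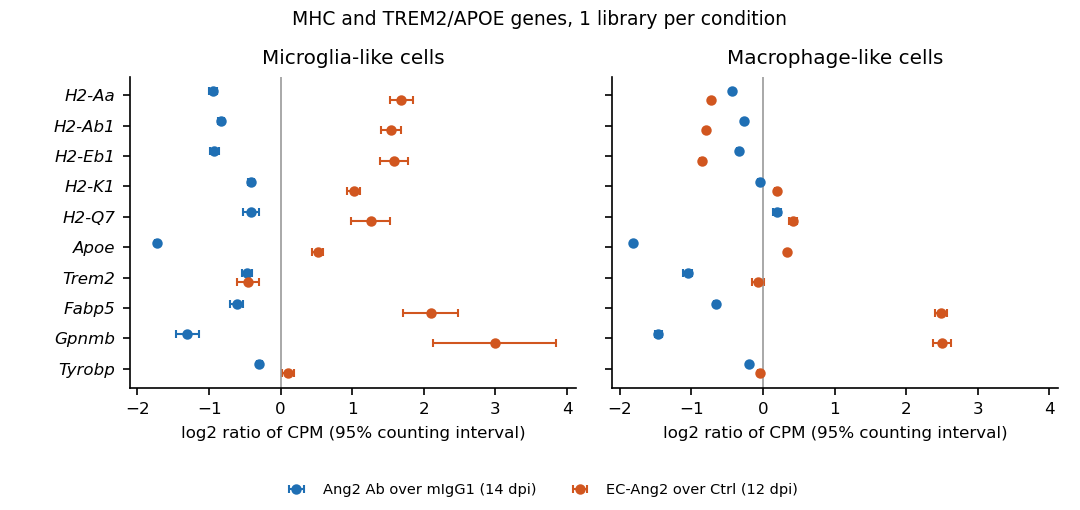
Log2 ratios of CPM (horizontal axis) of the MHC and TREM2/APOE genes in microglia-like (left) and macrophage-like (right) cells, treated over control, for Ang2 Ab over mIgG1 (blue) and *EC-Ang2* over Ctrl (orange), 1 library per condition; bars are 95% counting intervals. *H2-Aa* lies at −0.95 after blockade and 1.69 with overexpression in microglia-like cells, and at −0.43 and −0.72 in macrophage-like cells.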

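In microglia-like cells, *Fabp5* rose from 43.6 CPM in Ctrl to 186 CPM in *EC-Ang2* (193 and 85 UMIs, log2 ratio 2.10) and *Gpnmb* from 6.32 to 50.4 CPM (28 and 23 UMIs, log2 ratio 3.00, interval 2.13 to 3.84). *Lgals3* (chromosome 14, 47367751 to 47386160) rose from 267 to 653 CPM (1.29), *Spp1* (chromosome 5, 104435118 to 104441050) from 459 to 1014 CPM (1.15), and *Apoe* from 2717 to 3883 CPM (0.52). The median of *Fabp5*, *Gpnmb*, *Lgals3*, and *Spp1*, the APOE-induced genes shown in the figures, was 1.69 (1.49 to 1.89, percentile 100). *H2-Aa* rose from 283 to 911 CPM (1.69), *H2-Ab1* from 433 to 1262 CPM (1.54), *H2-Eb1* from 194 to 583 CPM (1.58), *H2-K1* from 1143 to 2316 CPM (1.02), and *H2-Q7* from 133 to 318 CPM (1.26), a median of 1.54 (1.38 to 1.63, percentile 100). With cycling cells kept, these medians were 0.70 for the APOE-induced and 0.34 for the MHC genes, and without CCA alignment they were 0.52 and 1.06. In macrophage-like cells, *Fabp5* rose from 169 to 947 CPM (2.49), *Gpnmb* from 69.7 to 395 CPM (2.50), *Lgals3* by 0.45, and *Spp1* by 0.05, a median of 1.47 (1.41 to 1.50, percentile 100). This median was 0.77 without the cluster led by *Gpnmb*, *Arg1*, and *Fabp5*, an alternative chosen after seeing the data. *H2-Aa* fell in macrophage-like cells from 3798 to 2301 CPM (−0.72), *H2-Ab1* from 5484 to 3159 CPM (−0.80), and *H2-Eb1* from 2387 to 1323 CPM (−0.85), whereas *H2-K1* (0.19) and *H2-Q7* (0.42) rose, a median of −0.72 (−0.75 to −0.70, percentile 0.03) that stayed between −0.78 and −0.65 under 13 alternatives. The interferon-γ list had a median of 0.59 (0.33 to 0.76; 11 of 13 genes higher) in microglia-like cells and of −0.97 (−1.01 to −0.84; 13 of 13 lower) in macrophage-like cells. After Ang2 blockade, the APOE-induced genes had medians of −0.32 in microglia-like cells (3 of 4 lower) and −0.21 in macrophage-like cells (2 of 4 lower).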

### Ang2 blockade inhibits proinflammatory polarization of microglia by dampening α_5_β_1_ integrin activation.

In the inflamed SC, ECs, in contrast with macrophages and microglia, expressed high levels of *Angpt2* and *Tek* (Figure 4A). However, ECs, macrophages, and microglia expressed comparable levels of subunits of α_5_β_1_ integrin (Figure 4A), which is activated by Ang2 (11, 22). 

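In the mIgG1 library, *Angpt2* (chromosome 8, 18690263 to 18741562) had 50.8 CPM (interval 47.4 to 54.4) in ECs, 1.17 CPM (17 UMIs) in macrophage-like cells, and 0.861 CPM (4 UMIs) in microglia-like cells. The log2 ratio of ECs over macrophage-like cells was 5.45, and of ECs over microglia-like cells 5.88. It moved most, to 7.98 over macrophage-like cells, after free RNA was subtracted, a value set by the floor of 3 UMIs there, because free RNA accounts for all *Angpt2* UMIs of these cells. *Tek* (chromosome 4, 94739289 to 94874976), which encodes the receptor Tie2, had 190 CPM in ECs, 3.29 CPM (48 UMIs) in macrophage-like cells, and 3.23 CPM (15 UMIs) in microglia-like cells, with log2 ratios of 5.85 and 5.88. The share of cells with a UMI was compared after each cell was thinned to 2000 UMIs, for which 0 cells had to be left out; before thinning, the median was 5169 UMIs in ECs, 7337.5 in macrophage-like, 14873 in microglia-like, and 3982 in Th cell–like cells. *Angpt2* had a UMI in 5.94% of ECs (13.6% unthinned), 0.169% of macrophage-like cells (0.904%), and 0 of 293 microglia-like cells (1.37%), for which the exact binomial interval reaches 1.25%. In Th cell–like cells, which were taken as a type that lacks these genes, the share was 0% in both counts. *Tek* had a UMI in 33.4% (67.7%), 0.565% (2.66%), and 0.683% (4.78%) of the same types and in 2.15% (3.00%) of Th cell–like cells, so that its shares in macrophage-like and microglia-like cells were at the level of background.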

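*Itga5* (chromosome 15, 103344286 to 103366763), the α5 subunit, had 37.8 CPM (interval 34.8 to 40.9) in mIgG1 ECs, 33.3 CPM (30.4 to 36.4) in macrophage-like cells, and 27.8 CPM (23.2 to 33.0) in microglia-like cells. The log2 ratio of ECs was 0.18 over macrophage-like and 0.44 over microglia-like cells; the first was −0.05 when each cell's CPM was averaged. At 2000 UMIs per cell, 6.43% of ECs (19.4% unthinned), 6.44% of macrophage-like (22.0%), 5.46% of microglia-like (33.1%), and 0.858% of Th cell–like cells (1.29%) had a UMI of *Itga5*. *Itgb1* (chromosome 8, 128685654 to 128733200), the β1 subunit, had 352 CPM in ECs, 152 CPM in macrophage-like cells, and 144 CPM in microglia-like cells, with log2 ratios of 1.21 and 1.29. Its UMIs were in 49.5% (80.4%), 26.2% (65.3%), and 20.5% (80.5%) of these cells and in 45.5% (66.5%) of Th cell–like cells, which express β1 integrins and are no background for this gene.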

To validate our scRNA-Seq data, we enriched ECs and immune cells from the SCs of both naive and EAE mice at 14 dpi and analyzed their surface expression of Tie2 and α_5_ integrin by flow cytometry. The result showed that macrophages and microglia express levels of α_5_ integrin similar to those of ECs, but much less Tie2 (Figure 4B), suggesting that α_5_β_1_ integrin is the main receptor that mediates Ang2 function in macrophages and microglia. In order to test this hypothesis, we used flow cytometry to analyze the binding of macrophages and microglia to fluorescently labeled fibronectin type III repeats 7-10 (FN7-10), which binds primarily to α_5_β_1_ integrin (23). Indeed, analysis of the fraction of activated integrin (FN7-10 binding) on the surface of these cells in the SCs of EAE mice treated prophylactically with either mIgG1 or Ang2 Ab at the disease peak revealed that Ang2 blockade inhibits α_5_β_1_ integrin activation in microglia, but not in macrophages (Figure 4C). Taken together, these data suggest that Ang2 modulates inflammatory responses of CNS myeloid cells, particularly in microglia, at least in part via α_5_β_1_ integrin in the CNS autoimmune disease.

### Ang2 blockade downregulates vascular inflammation within the CNS.

It has been reported that EAE induces angiogenesis in the CNS (24). Consistent with the involvement of Ang2 in vascular remodeling in inflammation (25, 26), we found that Ang2 blockade inhibited EAE-induced increase in blood vessel density and diameter in the SC white matter at 14 dpi (Supplemental Figure 3, A and B). However, no differences in SC blood vessels were observed between mIgG1- and Ang2 Ab–treated control mice (Supplemental Figure 3, A–C). To understand the molecular mechanisms underlying the effect of Ang2 on EC-mediated leukocyte infiltration during neuroinflammation, we performed scRNA-Seq analysis of CD31^+^ ECs sorted from the SCs of mIgG1- versus Ang2 Ab–treated EAE mice at 14 dpi and single transgenic control versus *EC-Ang2* EAE mice at 12 dpi (Supplemental Figure 2B). 

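The ECs came from the same 4 libraries as the immune cells and were separated from them by clusters that expressed *Pecam1*, *Cldn5*, *Cdh5*, *Flt1*, *Ly6c1*, and *Egfl7*. There were 2518 mIgG1, 3225 Ang2 Ab, 3309 Ctrl, and 2124 *EC-Ang2* ECs, with a median of 5169, 3748, 4308, and 6506.5 UMIs, the first pair without a cluster that also bore pericyte genes. Pericyte-like clusters (98, 115, 172, and 74 cells) and erythrocyte-like cells (0, 0, 46, and 10) were left out, in place of the supervised gating that the paper describes for pericytes. From the levels of immune-only genes such as *Ptprc* and *S100a8* in ECs and in empty droplets, free RNA made up 6.12%, 6.60%, 4.96%, and 3.96% of the UMIs in ECs. The ECs of each pair were aligned and clustered anew in the same way, and *Angpt2*, *Vcam1*, *Selp*, *Icam1*, and *Icam2* were left out of both the clustering and the naming of clusters.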

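The ECs fell into 10 clusters in the blockade pair and 11 in the overexpression pair, which were merged by their markers into the same 4 EC types in both pairs; the number of named types was also 4 under each alternative that clustered the cells anew. Venous-like ECs numbered 460 in mIgG1 (18.3% of ECs), 571 in Ang2 Ab (17.7%), 449 in Ctrl (13.6%), and 590 in *EC-Ang2* (27.8%). Capillary-venous–like ECs numbered 448 (17.8%), 590 (18.3%), 450 (13.6%), and 430 (20.2%) in the same order, and capillary-arterial–like ECs 709 (28.2%), 1038 (32.2%), 1935 (58.5%), and 793 (37.3%). Arterial-like ECs numbered 421 (16.7%), 525 (16.3%), 393 (11.9%), and 209 (9.84%). A cluster with pericyte genes (*Rgs5* and *Vtn*) besides EC genes, with 3.65% and 2.79% of the ECs of the blockade pair, was set aside by a rule chosen after seeing the data. Clusters that could not be named held 15.4%, 12.7%, 2.48%, and 4.80% of ECs. In the blockade pair, 1 of these, led by *Trp53i11*, *Tubb6*, and *Angpt2*, held 228 and 243 cells, and the other was led by the interferon-induced genes *Gbp2* and *Ifit3* (160 and 168 cells). A cluster led by *Trp53i11* and *Tubb6* in the overexpression pair met the capillary-venous markers and made up 152 of the Ctrl and 287 of the *EC-Ang2* capillary-venous–like ECs, so that values for this type in that pair also follow this shift.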

Hierarchical clustering of the cells identified 4 EC clusters (Figure 5, A and B). Based on their distinct gene expression patterns, the EC clusters consisted of venous (*Nr2f2*, *Sele*, *Selp*, *Slc38a5*, *Vcam1*, and *Vwf*), capillary-venous (*Angpt2* and *Scgb3a1*), capillary-arterial (*Cxcl12*, *Ddc*, *Ivns1aBp*, and *Msfd2a*), and arterial (*Bmx*, *Sema3g*, *Stmn2*, and *Vegfc*) ECs (27–30) (Figure 5C). 

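In the blockade pair, the venous-like ECs were led by *Ackr1* and *Lcn2*, and the capillary-venous–like ECs comprised a cluster led by *Scgb3a1* and *Angpt2* and a cluster led by *Car4* and *Rnase4*. The first held 279 mIgG1 and 472 Ang2 Ab cells and the other 169 and 118 cells, so that values for this type also follow this shift. In the overexpression pair, 2 clusters led by *Car4* met the capillary-arterial markers instead (698 Ctrl and 240 *EC-Ang2* cells, and 477 and 93 cells), and ECs led by *Car4* thus lie in different types in the 2 pairs. In the blockade pair, capillary-arterial–like ECs were led by *Cxcl12* and *Rgcc*, and arterial-like ECs by *Glul* and *Edn3* or by *Fbln5*, *Mgp*, and *Stmn2*. Genes of the stress response to isolation (*Fos*, *Fosb*, *Junb*, and *Hspa1a*) led 1 capillary-arterial–like cluster of the blockade pair, together with *Scgb3a1*, and *Fos* and *Fosb* 1 of the overexpression pair, where the hemoglobin genes *Hba-a1* and *Hba-a2* were among the leading genes of another. These 2 clusters of the overexpression pair (421 Ctrl and 297 *EC-Ang2* cells, and 339 and 163 cells) had 0 capillary-arterial markers among their leading genes and were named by their marker scores, which limits the values of capillary-arterial–like ECs in that pair. A venous-like cluster of the overexpression pair was led by *Ubd* and *Selp* with the inflammatory gene *Cxcl9* and held 23 Ctrl and 99 *EC-Ang2* cells. Because *Scgb3a1* served as a marker of capillary-venous ECs, its level in them is not a result.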

The capillary-venous ECs showed the largest number of significantly (adjusted *P* < 0.05) downregulated genes, followed by capillary-arterial, arterial, and venous ECs by Ang2 blockade. 

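By the rule used for immune cells, 250 of 5512 genes were lower after Ang2 blockade in capillary-venous–like ECs, 215 of 7234 in venous-like, 191 of 5795 in arterial-like, and 136 of 5063 in capillary-arterial–like ECs. Genes higher numbered 254, 188, 172, and 114. With a natural log fold change of 0.25, the numbers of lower genes were 599, 626, 554, and 385. At equal cell numbers, they were 101 of 1276 genes in capillary-venous–like, 159 of 1972 in venous-like, 88 of 1226 in arterial-like, and 76 of 980 in capillary-arterial–like ECs. Capillary-venous–like ECs had the largest number under 5 of 13 alternatives, venous-like under 4, arterial-like under 2, and capillary-arterial–like under 2. The genes that fell most were *Dbp* (−2.84), *Cadm3* (−2.41), and *8430408G22Rik* (−1.90) in capillary-venous–like ECs, *Adh1* (−2.22), *CR974586.5* (−2.07), and *Ccl19* (−2.02) in venous-like, *H2-Q6* (−2.34), *H2-Q7* (−2.15), and *Gbp4* (−2.12) in capillary-arterial–like, and *Nsg1* (−1.53), *Saa3* (−1.45), and *P2ry2* (−1.34) in arterial-like ECs. Besides *Angpt2* and *Scgb3a1*, the genes that rose most were *Mgp* (2.27) in capillary-venous–like, *S100a8* (1.74) in venous-like, *Zbtb16* (2.08) in capillary-arterial–like, and *Syt15* (1.86) and *Gda* (1.47) in arterial-like ECs. In venous-like ECs, free RNA accounts for 155% of the *S100a8* UMIs in mIgG1 and 101% in Ang2 Ab, and for 98.9% and 98.7% of those of *Saa3* in arterial-like ECs, so that these 2 changes are not separable from background; *S100a8* was also 1 of the genes from which free RNA was estimated. *Scgb3a1* rose by 2.82 in capillary-venous–like ECs, for which it is a naming marker, 2.23 in venous-like, and 1.72 in capillary-arterial–like ECs. The capillary-arterial–like cluster led by *Scgb3a1* and *Fos* held 292 mIgG1 and 542 Ang2 Ab cells. That led by *Cxcl12* held 417 and 496 cells, so that values for this type, *Scgb3a1* and *Angpt2* included, also follow this shift.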

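*Angpt2* had 50.4 CPM (interval 41.8 to 60.2) in mIgG1 capillary-venous–like ECs, 25.8 CPM (20.5 to 32.0) in capillary-arterial–like, 20.5 CPM in venous-like, and 13.0 CPM in arterial-like ECs, a log2 ratio of 0.97 between the first pair. This ratio was −0.58 without CCA alignment and −0.39 with the result genes kept as clustering features; it was 1.94 with the cluster led by *Trp53i11*, *Tubb6*, and *Angpt2* counted as capillary-venous–like, chosen after seeing the data. In Ctrl ECs, the levels were 148 CPM in capillary-venous–like, 61.5 in capillary-arterial–like, 45.9 in venous-like, and 31.6 in arterial-like ECs. After Ang2 blockade, *Angpt2* rose to 463, 197, 95.1, and 141 CPM in the same order, log2 ratios of 3.20, 2.93, 2.21, and 3.43. Of the 2 capillary-venous–like clusters, computed apart after seeing the data, that led by *Scgb3a1* had 3.49 and that led by *Car4* 1.29. The *EC-Ang2* library had 1345, 800, 1188, and 226 CPM, with log2 ratios of 3.18, 3.70, 4.69, and 2.84. Its *Angpt2* UMIs may include transcripts of the transgene, which were not separated from those of the endogenous gene. Without CCA alignment, the ratio in capillary-venous–like ECs was 0.45 with overexpression. After blockade, the lowest ratios under the alternatives were 1.46 in capillary-venous–like ECs with the result genes kept and 1.74 in capillary-arterial–like ECs with a minimum of 500 UMIs, chosen after seeing the data.

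**Figure D2:**
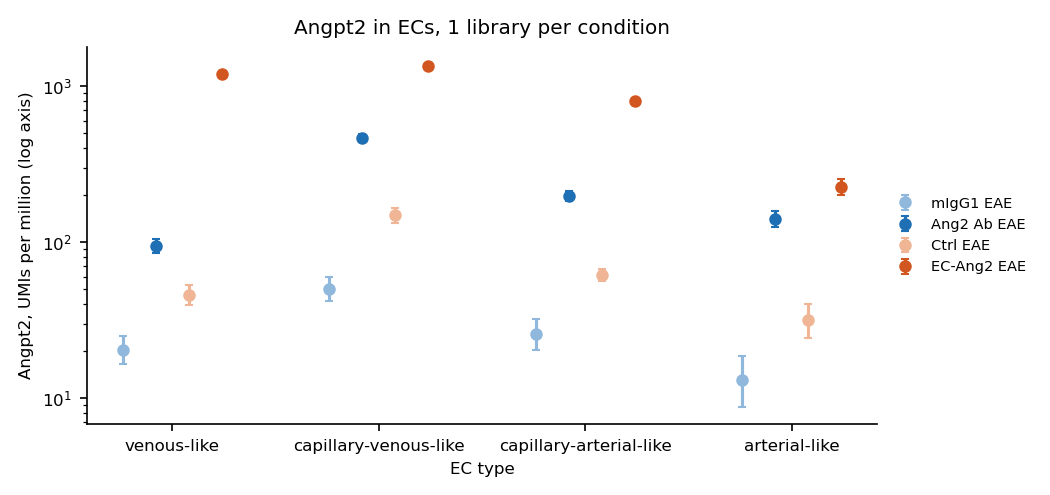
*Angpt2* in CPM (vertical log axis) in the 4 EC types of each library, 1 library per condition; bars are 95% counting intervals. Capillary-venous–like ECs lie highest in each library, from 50.4 CPM in mIgG1 to 1345 CPM in *EC-Ang2*.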

Endogenous *Ang2* was most highly expressed in the capillary-venous EC cluster (Figure 5C). GO biological process analysis of genes that were significantly downregulated in the capillary-venous ECs of Ang2 Ab–treated mice revealed their involvement in leukocyte cell-cell adhesion, antigen processing and presentation, response to cytokine, and T cell activation (Figure 5D). 

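In capillary-venous–like ECs, 18 genes of the antigen processing and presentation list were measured, and 18 were lower after Ang2 blockade, with a median log2 ratio of −0.83 (interval −0.93 to −0.77, percentile 0), from −1.84 for *H2-Q7* to −0.29 for *Ctss*. The median moved most, to −0.58, with the cluster led by *Trp53i11* counted among these ECs. The interferon-γ list, taken for the response to cytokine, had a median of −1.26 (−1.41 to −1.15, percentile 0), with 12 of 12 genes lower; this was −0.76 with that cluster counted. The T cell activation list had a median of −0.28 (−0.55 to 0.09, percentile 1.73; 6 of 8 lower) and the leukocyte adhesion and migration list of 0.13 (−0.22 to 0.29, percentile 68.7; 12 genes). The EC adhesion molecules *Vcam1*, *Icam1*, *Icam2*, *Selp*, *Sele*, and *Pecam1* had a median of −0.28 (−0.42 to −0.08, percentile 1.77), with 5 of 6 lower. With the result genes kept as clustering features, the T cell activation median was 0.13, and after free RNA was subtracted the adhesion and migration median was −0.04.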

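The MHCII genes *Cd74* (chromosome 18, 60803848 to 60812652), *H2-Aa*, *H2-Ab1*, and *H2-Eb1* together had 830 CPM in mIgG1 ECs, 615 CPM in Ang2 Ab, 216 CPM in Ctrl, and 339 CPM in *EC-Ang2* ECs. Empty droplets of these libraries held 13308, 9807, 8176, and 7433 CPM of the same genes. The share of free RNA in ECs, estimated from other immune genes, accounts for 98.0%, 105%, 188%, and 86.9% of the MHCII UMIs in ECs, and for 57.2% in venous-like ECs of *EC-Ang2*. At 2000 UMIs per cell, 53.6% of mIgG1 ECs had a UMI of *Cd74*, 20.0% of *H2-Aa*, 32.8% of *H2-Ab1*, and 13.4% of *H2-Eb1*, and in Th cell–like cells, which should lack them, the shares were 52.4%, 24.0%, 36.5%, and 12.4%. MHCII expression by ECs was thus not separable from background in the blockade pair. The median log2 ratio of the 4 genes after Ang2 blockade was −0.40 (interval −0.46 to −0.35, percentile 0.06) in all ECs and −0.62 (−0.81 to −0.46) in capillary-venous–like ECs. Because free RNA accounts for nearly all UMIs of the 4 genes together, neither median can be read as a change within ECs. Taken singly in all ECs, *H2-Ab1* had the lowest shares from free RNA, 83.6% in mIgG1 and 83.4% in Ang2 Ab. Each of the others had at least 92.4% in both libraries.

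**Figure D3:**
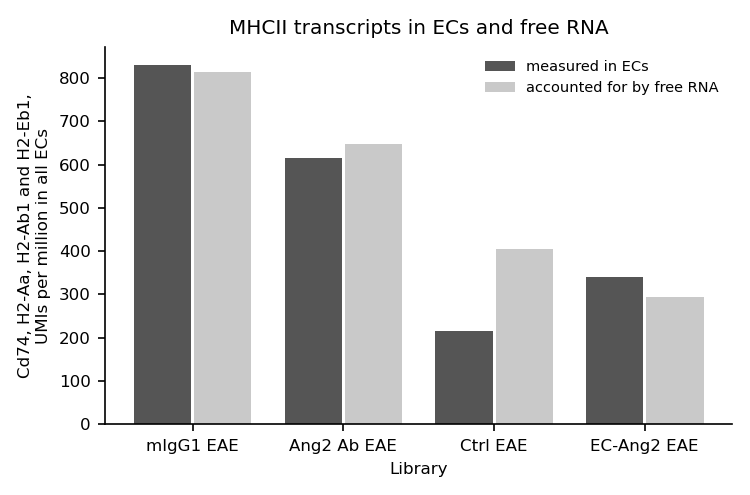
Summed CPM (vertical axis) of *Cd74*, *H2-Aa*, *H2-Ab1*, and *H2-Eb1* in all ECs of each library (dark bars) and the CPM that free RNA accounts for (light bars), 1 library per condition. Free RNA accounts for 98.0% of the 830 CPM measured in mIgG1 and 86.9% of the 339 CPM in *EC-Ang2*.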

Interestingly, consistent with reports showing MHCII expression in ECs in several autoimmune diseases (31, 32), we also detected EC expression of MHCII genes involved in antigen processing and presentation, which were downregulated by Ang2 blockade in EAE mice.

In contrast to the effect of Ang2 blockade, Ang2 overexpression led to upregulation of the corresponding GO biological processes in the capillary-venous ECs (Figure 5E). 

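With Ang2 overexpression, the antigen processing and presentation list had a median log2 ratio of 1.01 (interval 0.78 to 1.11, percentile 100; 17 of 18 genes higher) in capillary-venous–like ECs, and of 0.24 without CCA alignment. The interferon-γ list had a median of 1.63 (1.55 to 1.76, percentile 100; 12 of 12 higher), the leukocyte adhesion and migration list of 0.30 (0.03 to 0.57, percentile 97.1; 8 of 11 higher), and the EC adhesion molecules of 0.84 (0.62 to 1.10, percentile 99.98; 6 of 6 higher). T cell activation genes had a median of 0.04 (−0.25 to 0.33, percentile 68.8), and of −0.01 without doublet removal. The MHCII genes had medians of 0.32 (0.10 to 0.66) in these ECs and of 0.38 (0.29 to 0.49) in all ECs. After free RNA was subtracted, the latter was 3.45, a value set by the floor of 3 UMIs in Ctrl, so that the size of the rise was not measured. Free RNA accounts for 188% of the MHCII UMIs in Ctrl and 86.9% in *EC-Ang2* ECs, and for 149% and 57.2% in venous-like ECs. In *EC-Ang2*, it accounts for 86.4% in capillary-venous–like, 139% in capillary-arterial–like, and 140% in arterial-like ECs. By this estimate, among the 4 EC types of *EC-Ang2*, MHCII UMIs are left over in venous-like and capillary-venous–like ECs alone. Empty barcodes of 21 to 100 UMIs held more MHCII there (9519 against 7433 CPM), and these shares were not recomputed with them. Immune cells caught with ECs were not tested as a source. By the size rule, 479 genes were lower and 532 higher in capillary-venous–like, 458 and 460 in venous-like, 193 and 288 in capillary-arterial–like, and 352 and 353 in arterial-like ECs. The largest changes were falls in *Ly86* (−2.81), *Ccl12* (−2.77), and *Ccl3* (−2.74) and rises in *Ubd* (5.92), *Fabp5* (5.36), and *Lamb1* (5.32) in capillary-venous–like ECs. There *Fabp5* had 2 UMIs and *Lamb1* 1 UMI in Ctrl. The largest changes in venous-like ECs were falls in *Hbb-bs* (−6.68), *Ccl12* (−3.27), and *Ly86* (−2.78) and rises in *Fabp5* (4.76), *Angpt2* (4.69), and *Chil3* (3.91). In capillary-arterial–like ECs, *Ccl12* (−3.55), *Ly86* (−3.49), and *Gm9946* (−2.76) fell most and *Angpt2* (3.70), *Car2* (3.54), and *Slco2a1* (3.43) rose most. In arterial-like ECs, *Ccl3* (−2.82), *C1qc* (−2.60), and *Ccl12* (−2.59) fell most and *Chil3* (4.38), *Car2* (4.16), and *Pdlim1* (3.94) rose most. Transcripts of myeloid cells among these, such as *Ly86*, *Ccl12*, *Ccl3*, *C1qc*, and *Chil3*, also reach ECs as free RNA, which accounts for at least 94.8% of the UMIs of *Chil3* in *EC-Ang2* and 101% of those of *Ccl12* in Ctrl in each of the 4 EC types.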

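The capillary-venous genes of Supplemental Table 1, which the authors selected on these libraries, were looked up in capillary-venous–like ECs. All 35 fell after Ang2 blockade and rose with Ang2 overexpression beyond counting error, 31 of them by 1.5-fold in both pairs. The median log2 ratio was −1.06 (interval −1.14 to −0.96) after blockade, from −2.41 for *Cadm3* to −0.40 for *Upp1*, and 1.42 (1.31 to 1.49) with overexpression, from 0.38 for *Ecm1* to 2.35 for *Gbp2*. Free RNA accounts for 94.6% and 101% of the UMIs of *Lyz2* and *Saa3* together in mIgG1 and Ang2 Ab capillary-venous–like ECs. Computed apart after seeing the data, 35 of 35 fell after blockade in the cluster led by *Scgb3a1* (median −1.12) and 34 of 35 in that led by *Car4* (−0.88). The number was 34 with the result genes kept as clustering features and after free RNA was subtracted.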

Altogether, 35 genes were inversely regulated in the capillary-venous ECs by both Ang2 blockade and overexpression (Figure 5F and Supplemental Table 1). Among these genes, the vascular cell adhesion molecule *Vcam1* was highly expressed in the venous EC cluster, but also expressed in the arterial and capillary-venous EC clusters. 

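*Vcam1* (chromosome 3, 116109949 to 116129688) had 1306 CPM in mIgG1 venous-like ECs, 419 CPM in capillary-venous–like, 379 CPM in arterial-like, and 136 CPM in capillary-arterial–like ECs. In Ctrl, it had 1263, 84.8, 384, and 121 CPM in the same types. At 2000 UMIs per cell, a UMI of *Vcam1* was found in 78.0% of mIgG1 venous-like (94.8% unthinned), 35.7% of capillary-venous–like (51.1%), 30.6% of arterial-like (45.6%), and 13.4% of capillary-arterial–like ECs (20.5%), against 3.00% of Th cell–like cells (4.72%). Before thinning, the median was 8963.5, 4807, 4618, and 3906 UMIs in these EC types.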

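In capillary-venous–like ECs, *Vcam1* had 419 CPM (interval 394 to 446) in mIgG1 and 238 CPM (218 to 259) in Ang2 Ab, a log2 ratio of −0.82 (−0.97 to −0.66). The fall lay in the cluster led by *Scgb3a1*, from 354 to 74.6 CPM (−2.24, −2.53 to −1.96), whereas *Vcam1* rose from 516 to 818 CPM (0.67, 0.47 to 0.86) in that led by *Car4*; the 2 were computed apart after seeing the data. In the type as a whole, it had 84.8 CPM (73.6 to 97.2) in Ctrl and 323 CPM (306 to 342) in *EC-Ang2*, a log2 ratio of 1.93 (1.72 to 2.15). The first ratio was 0.57 with the result genes, *Vcam1* among them, kept as clustering features, and ran from −1.82 (3000 expected cells) to −0.44 (no CCA alignment) under the other alternatives. The second moved most without CCA alignment, to 0.82.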

*Vcam1* was downregulated in the capillary-venous ECs after Ang2 blockade and upregulated in the Ang2-overexpressing mice (Figure 5G). In addition, Ang2 blockade downregulated *Vcam1* and *Icam2* in arterial ECs, and Ang2 overexpression upregulated *Vcam1* and *Icam1* expression in capillary-arterial and *Selp* in venous EC clusters (Supplemental Figure 4, A and B). 

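After Ang2 blockade, *Vcam1* in arterial-like ECs fell from 379 to 232 CPM, a log2 ratio of −0.71 (interval −0.87 to −0.55), and *Icam2* (chromosome 11, 106377656 to 106388075) from 545 to 422 CPM (−0.37, −0.49 to −0.24). *Vcam1* also fell in capillary-arterial–like ECs, from 136 to 57.5 CPM (−1.24), and was 1306 and 1312 CPM (0.01) in venous-like ECs. With Ang2 overexpression, *Vcam1* in capillary-arterial–like ECs rose from 121 to 329 CPM (1.44, 1.33 to 1.56) and *Icam1* (chromosome 9, 21015985 to 21028817) from 164 to 291 CPM (0.83, 0.72 to 0.93). *Selp* (chromosome 1, 164115264 to 164150026), which encodes P-selectin, rose in venous-like ECs from 242 to 598 CPM (1.31, 1.21 to 1.41). The cluster led by *Ubd* and *Selp* made up 23 of the Ctrl and 99 of the *EC-Ang2* venous-like ECs, so that this ratio also follows that shift. *Vcam1* rose by 0.36 in venous-like and 0.16 in arterial-like ECs. These directions held under each alternative tried for the 5 changes that the paper names. In venous-like ECs after blockade, *Selp* had a log2 ratio of −0.41, *Sele* (a marker used to name these ECs) of 0.46, and *Icam1* of 0.29. Over all ECs, the 6 EC adhesion molecules had a median of −0.13 (−0.17 to −0.10, percentile 3.47) after blockade and of 0.89 with overexpression. From these transcripts, together with its immunostaining and leakage measurements, the paper proposes that Ang2 promotes the recruitment of leukocytes through EC adhesion molecules and vessel destabilization.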

RT-qPCR confirmed that Ang2 blockade led to downregulation of *Sele*, *Selp*, *Vcam1*, *Icam1*, and *Pecam1* in the SCs of EAE mice (Supplemental Figure 4C). Furthermore, immunostaining of SCs showed that VCAM1 and P-selectin were more abundant in the SC vasculature of EAE mice than of control mice; both were decreased after Ang2 blockade and increased by Ang2 overexpression (Figure 5, H and I, and Supplemental Figure 4, D and E). However, Ang2 blockade had no effects on the expression of EC adhesion molecules in control mice (Figure 5H and Supplemental Figure 4D).

### Ang2 blockade inhibits neuroinflammation-induced BBB leakage.

To investigate the effect of Ang2 on vascular integrity in the CNS, we analyzed the leakage of intravenously injected Evans blue into the SCs of EAE mice. We found that the neuroinflammation-induced BBB leakage was suppressed in the Ang2 Ab–treated EAE mice (Figure 6A). Ang2 overexpression in ECs did not induce BBB leakage of Evans blue as such, but in the context of neuroinflammation, it led to more severe leakage (Figure 6B). The Ang2-overexpressing EAE mice also had more extravasated TER-119^+^ erythrocytes in the SCs than the single transgenic control mice (Figure 6C), indicating increased BBB permeability upon Ang2 overexpression. Collectively, these data suggest that Ang2 promotes leukocyte recruitment into the CNS via upregulation of EC adhesion molecules and induction of vessel destabilization in neuroinflammation.

### Tie2 activation by Ang2-binding and Tie2-activating Ab ameliorates autoimmune neuroinflammation.

It has been previously shown that Ang2 can antagonize Tie2 phosphorylation, thereby inducing vascular instability and leakage (33, 34). Ang2-binding and Tie2-activating Ab (ABTAA) has been reported to be more effective than conventional Ang2-blocking Abs in alleviating sepsis and normalizing tumor vessels (16, 33). To explore whether increasing Tie2 activation alleviates neuroinflammation, we induced active EAE in mice that were treated prophylactically with human IgG1 (hIgG1) isotype control or ABTAA. As shown in Figure 7A, ABTAA ameliorated the clinical severity of disease and attenuated the body weight loss in comparison with that of hIgG1-treated control mice. Analysis of Tie2 phosphorylation in the lungs of hIgG1- versus ABTAA-treated EAE mice at 14 dpi showed that ABTAA promoted Tie2 activation in neuroinflammation (Figure 7B). Furthermore, immunostaining revealed that ABTAA downregulated P-selectin in the SC blood vessels of these mice (Figure 7C). Taken together, these data indicate that converting Ang2 antagonization to Tie2 activation ameliorates autoimmune neuroinflammation.

## Discussion

In this study, we identified a previously unrecognized role of Ang2 in autoimmune neuroinflammation. Our results show that Ang2, a major regulator of vascular permeability, has an essential role in the pathogenesis of CNS autoimmune disease. Ang2 expression was induced in neuroinflammation and transgenic mice overexpressing an Ang2 transgene specifically in ECs exacerbated EAE. In contrast, administration of the Ang2-blocking Ab ameliorated the progression of neuroinflammation and decreased SC demyelination and leukocyte infiltration into the CNS. Moreover, Ang2 blockade inhibited expression of EC adhesion molecules, improved BBB integrity, and decreased proinflammatory responses in CNS myeloid cells, which was accompanied by inhibition of α_5_β_1_ integrin activation in microglia.

The increased concentration of Ang2 in the serum and CNS of EAE mice is consistent with previous studies showing that inflammatory signals induce increased Ang2 expression and release in ECs (35, 36). Elevated systemic Ang2 is known to promote vascular leakage and to lead to amplification of the effects of other proinflammatory cytokines (4, 13). Increased Ang2 serum levels in patients have been shown to correlate with poor prognosis in sepsis, diabetic retinopathy, and cancer (4). Although 2 recent studies reported elevated Ang2 concentration in the brain and serum of MS patients (37, 38), no studies have previously addressed the function of Ang2 in CNS autoimmune diseases.

A major neuroprotective mechanism associated with the amelioration of autoimmune neuroinflammation by Ang2 blockade was inhibition of leukocyte infiltration into the CNS as analyzed by flow cytometry, immunohistochemistry, and intravital 2-photon laser scanning microscopy. Interestingly, although Ang2 blockade attenuated T cell infiltration in neuroinflammation, in the setting of tumor angiogenesis, dual Ang2 and VEGFA inhibition has been shown to promote vascular normalization, thereby facilitating recruitment of T cells into the tumors (18, 39). Microglia and macrophages are the most important CNS myeloid cells in the pathogenesis of EAE and MS (40–43). According to current views, infiltrating autoimmune T cells and tissue-resident microglia are responsible for EAE initiation, and infiltrating macrophages contribute to EAE and MS progression (44). Our scRNA-Seq analysis showed that Ang2 blockade leads to downregulation of genes involved in antigen presentation and proinflammatory responses in both microglia and macrophages. Moreover, Ang2 blockade downregulated the expression of genes promoting APOE-induced microglial and macrophage neurodegenerative phenotype, but not the expression of homeostatic genes or transcription factors in these cells (21). In addition to the effect of Ang2 blockade in dampening proinflammatory processes in myeloid cells, it also downregulated the expression of genes induced by oxidative stress that are associated with neurotoxicity (20). This indicates that Ang2 blockade restores a neuroprotective microenvironment in the inflamed CNS.

In agreement with our results, previous studies have shown that Ang2 is expressed by macrophages (11, 45) and that it promotes macrophage proinflammatory polarization via α_5_β_1_ integrin, thereby exacerbating inflammation after myocardial ischemia (11). Ang2 may also act directly on macrophages and neutrophils in a paracrine manner (46–48). According to our results, the CNS myeloid cells expressed much lower levels of Ang2 than ECs. Furthermore, Ang2 overexpression in ECs exacerbated EAE, whereas both Ang2-blocking Ab and ABTAA, which induces Tie2 activation in ECs (16, 49), ameliorated EAE. These data suggest that the EC-derived Ang2 is mainly responsible for the aggravation of neuroinflammation. However, the exact contribution of Ang2 derived from ECs versus CNS myeloid cells in neuroinflammation remains to be determined. Microglia and macrophages expressed much lower levels of Tie2 than ECs, but all 3 cell types expressed comparable levels of α_5_β_1_ integrin, the activation of which was inhibited by the Ang2-blocking Ab. Thus, the beneficial effects of Ang2 blockade in neuroinflammation may be partly mediated by its antiinflammatory effects targeting α_5_β_1_ integrin in CNS myeloid cells. Future studies using dual reporter mice or bone marrow chimeras that allow better distinction of microglia from macrophages should provide further insights into Ang2 functions in the regulation of myeloid cells in neuroinflammation (50, 51).

Elevated levels of adhesion molecules in the CNS are correlated with the severity of EAE and MS (52). In our study, Ang2 blockade downregulated neuroinflammation-induced EC adhesion molecules, leading to decreased leukocyte infiltration into the CNS. In contrast, Ang2 overexpression upregulated EC adhesion molecules and led to exacerbated leukocyte infiltration into the SCs. In addition to EC adhesion molecules, BBB permeability also modulates leukocyte influx into the CNS parenchyma (2). BBB is a highly selective barrier comprising nonfenestrated ECs interconnected with tight junctions, pericytes, and astrocyte endfeet, which makes it unique in comparison with the peripheral vascular system (1). In EAE, compromised BBB promotes initial infiltration of autoimmune T cells, which are reactivated when they encounter local antigen-presenting cells in the CNS parenchyma, leading to an inflammatory cascade that results in axonal and myelin damage (3). Disruption of BBB also leads to extravasation of fibrinogen into the CNS parenchyma, where it is converted to fibrin that activates innate immunity (53). A monoclonal Ab against fibrin has been shown to attenuate inflammation and oxidative stress in neuroinflammatory and neurodegenerative diseases (54). In myocardial infarction and sepsis mouse models, Ang2 has been shown to activate α_5_β_1_ integrin and to antagonize Tie2, resulting in abnormal vascular remodeling and vascular leakage (11, 14, 22). In contrast, Ang1 treatment inhibited vascular leakage and ameliorated EAE disease development (55). Consistent with these findings, our experiments showed that multimerization of Ang2 by ABTAA increased Tie2 activation and ameliorated CNS autoimmunity.

In summary, our findings demonstrate that Ang2 is critically involved in the CNS autoimmune process. Ang2 blockade ameliorated CNS autoinflammation by downregulating the neuroinflammation-induced upregulation of EC adhesion molecules and improving BBB integrity, thereby attenuating leukocyte recruitment into the CNS. In addition, Ang2 blockade inhibited α_5_β_1_ integrin activation in microglia and the proinflammatory polarization of CNS myeloid cells. Thus, intervention by Ang2 blockade may provide an alternative therapeutic option for the treatment of CNS autoimmune diseases.

## Methods

### Mice.

Nine-week-old C57BL/6JOlaHsd female mice were purchased from Envigo. The *VE-cadherin-tTA* (56) and *Tet-OS-Ang2* (17) mice (both on C57BL/6J 000664 background) were described previously. *VE-cadherin-tTA* mice were mated with *Tet-OS-Ang2* mice to generate double-transgenic EC-specific Ang2-overexpressing (*EC-Ang2*) mice. Expression of Ang2 transgene was repressed until birth by giving doxycycline-supplemented food (ssniff Spezialdiäten GmbH) to pregnant females. Single-transgenic littermates were used as controls. Animals were kept under standard breeding conditions with food and water given ad libitum and acclimated to the local animal facility for at least 1 week before the experiments.

### Ab administration.

mIgG1 isotype control Ab (Eli Lilly and Co.), mouse anti-mouse Ang2 Ab (18E5, Eli Lilly and Co.), hIgG1 isotype control Ab (Synagis, AbbVie), and ABTAA (16) were administrated i.p. at a dose of 20–25 mg/kg body weight 2 to 3 times a week.

### Active EAE.

Approximately 10- to 12-week-old C57BL/6J mice were immunized with subcutaneous injections of an emulsion of 200 μg of MOG_35-55_ peptide in CFA into 2 sites on the back. This was followed by i.p. administration of 2 doses of 400 ng of lyophilized pertussis toxin (200 ng for single transgenic control and *EC-Ang2* mice) dissolved in PBS on the same and the following day after immunization with the EAE induction kit (Hooke Laboratories, EK-2110) according to the manufacturer’s instructions. Starting from 7 dpi, mice were monitored daily by 2 investigators for clinical signs of paralysis. The scoring criteria used for active EAE were as follows: 0, no clinical symptoms; 0.5, partially limp tail; 1, limp tail; 1.5, limp tail and 1 hind leg paresis; 2, limp tail and weakness of hind legs; 2.5, limp tail and dragging of hind legs; 3, limp tail and complete paralysis of hind legs; 3.5, limp tail, complete paralysis of hind legs, and weakness of front legs; and 4, complete paralysis of both hind and front legs (57).

### Adoptive transfer EAE.

Adoptive transfer EAE was performed as previously described (58). Briefly, donor GFP C57BL6/J mice were immunized with 75 μg of MOG_35--55_ peptide in CFA, and 200 ng of Bordetella pertussis toxin was administered i.p. at 0 and 2 dpi. Draining lymph nodes were collected at 12 dpi, a single-cell suspension was prepared, and the cells were cultivated for 3 days in the presence of 25 μg/mL MOG_35–55_ peptide, 25 ng/mL recombinant mouse IL-12 (R&D Systems), and 20 μg/mL α-IFN-γ Ab (clone XMG1.2, BioXCell). After 3 days, cells were collected, counted and transferred into naive C57BL6/J recipient mice (2.5 × 10^6^ cells/mouse). The scoring criteria used for adoptive transfer EAE were as follows: 0, healthy; 1, reduced tail tone, paralysis of the tip of the tail; 2, flaccid tail paralysis; 3, loss of righting reflex; 4, gait ataxia; 5, mild paralysis of the hind limbs; 6, moderate paralysis of hind limbs or full paralysis of only 1 hind leg; 7, paralysis of both hind limbs; 8, tetraparesis; 9, moribund; and 10, dead (58).

### In vivo 2-photon imaging of mouse SC.

In vivo 2-photon imaging was performed as previously described (58, 59). Briefly, animals were anesthetized by 1 mg/kg medetomidine and 100 mg/kg ketamine, tracheally intubated, ventilated, and stabilized in a custom-made heated microscope stage. Body temperature was monitored with a rectal thermometer (Telemeter Electronic GmbH) and was kept constant at 36–37°C. The lower thoracic SC was accessed by performing a laminectomy at level Th12/L1 as previously described (59). The animals were imaged at the onset and peak of disease, i.e., between day 6 and day 13 after transfer. Blood vessels were visualized by i.v. injection of fluorescently labeled 2000 kDa dextran. Intravital 2-photon recordings were performed with an LSM710/Axio Examiner Z1 microscope (Carl Zeiss) and a greater than 2.5-watt Ti:Sapphire Chameleon Vision II Laser (Coherent GmbH). Stacks were acquired with 4 μm intervals apart on the *z* axis and scan size of 512 × 512 pixels. Each stack was acquired for 58 cycles with a 32-second time interval and 2 line averaging. Four-dimensional stacks were analyzed with Imaris software (Bitplane). Motility parameters were exported into Microsoft Excel and plotted using GraphPad Prism 8.0.

### Assessment of vascular integrity by analysis of Evans blue extravasation.

At 12 dpi, mice were i.v. injected with 100 μL of 3% Evans blue in PBS. Three hours later, mice were anesthetized and perfused with ice-cold PBS; SCs were then dissected. The tissue was then cut into small pieces with scalpels, and Evans blue was extracted by incubating the tissue in deionized formamide at 56°C overnight. After centrifugation at 16,100 *g* at room temperature (RT) for 15 minutes, supernatant from the homogenate was carefully taken, filtered through a 70-μm cell strainer (Fisher Scientific), and transferred to a fresh 1.5-mL Eppendorf tube. The optical densities of formamide extracts from SC tissues at 620 nm and 740 nm were measured on an EnSight Multimode Plate Reader (PerkinElmer). Evans blue absorbance was corrected for turbidity by subtracting the optical density at 740 nm from the total optical density at 620 nm (60).

### ELISA.

The SCs were snap-frozen in liquid nitrogen and stored at –80°C until use. After homogenizing the tissue with R&D Sample Diluent (0.5% NP-40 Alternative, 10 mM Tris-HCl [pH 8.0], 68.5 mM NaCl, 5% glycerol, 1 mM EDTA, 0.5 mM activated Na_3_VO_4_) in a 2-mL screw-cap tube containing zirconium oxide beads (MB2Z015, Biotop) on a PowerLyzer 24 homogenizer (MO BIO Laboratories), supernatant was collected by centrifugation at 16,100 *g* at 4°C for 15 minutes. Ang2 concentration in the serum and SC lysates was measured by Quantikine ELISA Mouse/Rat Ang2 Immunoassay Kit (R&D Systems) according to the manufacturer’s instructions.

### Flow cytometry.

At indicated time points after EAE induction, mice were anesthetized with ketamine and xylazine and perfused transcardially with ice-cold PBS; SCs were then dissected. To analyze leukocyte infiltration into the CNS, the tissues were cut into tiny pieces and mechanically dissociated with the plunger of a 3-mL syringe through 70-μm cell strainers (Fisher Scientific). Mononuclear cells were enriched by discontinuous Percoll (GE Healthcare) gradient centrifugation, as described previously (19). To compare Tie2 and α_5_ integrin expression, ECs and immune cells were enriched by using the Neural Tissue Dissociation Kit (P) and Myelin Removal Beads II (Miltenyi Biotec), as described previously (27). Cells were first blocked with Mouse BD Fc Block (clone 2.4G2, BD Pharmingen) on ice for 5 minutes and then stained on ice for another 30 minutes with a combination of the following fluorophore-conjugated anti-mouse Abs (all Abs were purchased from BioLegend unless otherwise indicated): CD45-FITC (clone 30-F11), CD3-PE (clone 145-2C11), CD202b (Tie2)-PE (clone TEK4), CD8-PerCP/Cy5.5 (clone 53-6.7), CD4-PE/Cy7 (clone GK1.5), CD49e (α_5_ integrin)-PE/Cy7 (clone 5H10-27 [MFR5]), CD31-APC (clone MEC13.3, BD), MHCII-APC (clone M5/114.15.2), MHCII–Alexa Fluor 700 (clone M5/114.15.2), Ly-6C–Alexa Fluor 700 (clone HK1.4), Ly-6G-APC/Cy7 (clone 1A8), F4/80-Brilliant Violet 421 (clone BM8), and CD11b-Brilliant Violet 510 (clone M1/70). After washing with FACS buffer (PBS supplemented with 1% FBS, 1 mM EDTA, and 0.05% NaN_3_), stained cells were resuspended in FACS buffer and acquired on a FACSAria II flow cytometer (BD Biosciences). Flow cytometric data were analyzed with Kaluza Analysis Software (Beckman Coulter). The number of immune cells is presented as number of cells per SC. The surface expression levels of Tie2 and α_5_ integrin are presented as geometric mean fluorescence intensity (GMFI).

### Integrin activation assay.

Flow cytometry analyzing the binding of cells to fluorescently labeled FN7-10 was performed to assess active levels of α_5_β_1_ integrin on the cell surface (61, 62). Briefly, at indicated time points after EAE induction, mice were anesthetized with ketamine and xylazine and perfused transcardially with ice-cold PBS; SCs were then dissected. The tissue was cut into tiny pieces and mechanically dissociated with the plunger of a 3-mL syringe through 70-μm cell strainers (Fisher Scientific). Mononuclear cells were enriched using discontinuous Percoll gradients. Cells were resuspended in RPMI 1640 (Corning) and blocked with Mouse BD Fc Block at RT for 5 minutes. Each sample was subsequently stained with (a) 2% Alexa Fluor 647–conjugated FN7-10 (a gift from Pipsa Saharinen, University of Helsinki, Helsinki, Finland), (b) 2% Alexa Fluor 647–conjugated FN7-10 supplemented with 10 mM EDTA, or (c) 1% CD49e-PE/Cy7 (recognizing total α_5_β_1_) in combination with the following fluorophore-conjugated anti-mouse Abs: CD45-FITC, Ly-6C-Alexa Fluor 700, Ly-6G-APC/Cy7, F4/80-Brilliant Violet 421, and CD11b-Brilliant Violet 510 at RT with slow agitation for another 30 minutes. After washing once with cold Tyrode’s buffer (10 mM HEPES buffer, 137 mM NaCl, 2.68 mM KCl, 0.42 mM NaH_2_PO_4_, 1.7 mM MgCl_2_, 11.9 mM NaHCO_3_, 5 mM glucose, 0.1% BSA, pH 7.5), cells were resuspended in cold Tyrode’s buffer and analyzed on a FACSAria II flow cytometer. The α_5_β_1_ integrin activation index was calculated by measuring GMFI of activated β_1_ integrin (Alexa Fluor 647–conjugated FN7-10 binding) subtracted from a background signal (Alexa Fluor 647–conjugated FN7-10 binding in the presence of inactivating EDTA) relative to total cellular α_5_ integrin in the respective cells.

### Total RNA isolation and real-time RT-qPCR.

SCs were snap-frozen in liquid nitrogen and stored at –80°C until further use. After homogenizing the tissue with TRIsure (Bioline) in a 2-mL screw-cap tube containing zirconium oxide beads on a PowerLyzer 24 homogenizer, chloroform was added and the homogenate was separated into 3 phases by centrifugation at 12,000 *g* at 4°C for 5 minutes. Total RNA was extracted from the upper aqueous phase using a NucleoSpin RNA Isolation Kit (Macherey-Nagel) according to the manufacturer’s instructions, with modifications. The quality (A260/A280 > 2.0) and concentration of total RNA samples was determined by a Nanodrop ND-1000 spectrophotometer. Total RNA was reverse-transcribed into cDNA with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). RT-qPCR was performed with corresponding primer pairs and FastStart Universal SYBR Green Master Mix (Roche) on the CFX384 Real-Time PCR Detection System (Bio-Rad). The forward and reverse primers used are listed in Supplemental Table 2. Relative mRNA expression levels (2^-ΔΔCt^) of each gene were calculated against *Rplp0* or *Hprt* and then set as fold change against its expression in the SCs of mIgG1-treated EAE mice.

### scRNA-Seq of immune cells and ECs from SC of EAE mice.

CD45^+^ immune cells and CD31^+^ ECs were enriched from the SCs by using the Neural Tissue Dissociation Kit (P) and Myelin Removal Beads II (Miltenyi Biotec) as described previously (27). Briefly, after enzymatic digestion, mechanical dissociation, and myelin debris removal, eluted cells were incubated with Mouse BD Fc Block for 5 minutes and then stained with CD45-FITC and CD31-APC on ice for 30 minutes. DAPI was added to the cell suspension right before sorting. Equal numbers of viable DAPI^–^CD45^+^ immune cells and DAPI^–^CD31^+^ ECs were sorted with BD Influx Cell Sorter (BD Biosciences) into PBS supplemented with 0.04% BSA. Cell concentration and viability were determined in a Countess II Automated Cell Counter with LIVE/DEAD Viability/Cytotoxicity Kit (Life Technologies). Approximately 10,000 sorted cells were further processed for scRNA-Seq using the Chromium Single Cell 3′ Reagent Kit, version 2, and the Gel Bead Kit, version 2 (10× Genomics), according to the manufacturer’s instructions. Libraries were sequenced to an average depth of 50,000 reads on a Novaseq 6000 Sequencing System (Illumina), and raw sequencing data were processed with Cell Ranger analysis pipelines.

ScRNA-Seq data were analyzed with the Seurat package 2.3 in R (63). After filtering out cellular doublets, high mitochondrial gene-containing cells, and cells undergoing cell cycle in each sample, approximately 2000 highly variable genes between the 2 samples were identified and selected for further analysis. The R objects were then merged, and dimensions were reduced with the canonical correlation analysis (CCA). The subspace among the cells was aligned, and cell clusters were identified and visualized with a t-SNE plot based on a graph-based clustering approach. scRNA-Seq data for *Ptprc*^+^ immune cell clusters and *Pecam1*^+^ EC clusters were subsetted, the subspace among these cells was realigned, and cell clusters were reidentified and visualized in a t-SNE plot. Contaminating pericytes and cells that formed extremely small clusters were removed by supervised gating of the t-SNE plot. Colors illustrate unbiased immune cell or EC classification. Conserved markers were identified with the FindConservedMarkers function, and differentially expressed genes between samples in each cluster were identified with the FindMarkers function in Seurat (63).

### GO biological process analysis.

The GO term biological processes of the significantly differentially expressed genes (adjusted *P* < 0.05) were analyzed with the functional annotation clustering tool in the Database for Annotation, Visualization and Integrated Discovery (DAVID) (64, 65).

### Immunohistochemical staining of SC sections.

For preparation of SCs for immunohistochemical staining, mice were given a lethal dose of ketamine and xylazine and transcardially perfused with ice-cold PBS or 1% PFA in PBS. SCs were carefully dissected and embedded in OCT Cryomount (Histolab) in cryomolds (Sakura) that were frozen in a bath of 2% pentane in methylbutane (Sigma-Aldrich), cooled on dry ice, and stored at –80°C until further use. Alternatively, SCs were dissected and fixed with 4% PFA in PBS at 4°C overnight. After 30% sucrose dehydration, SCs were embedded in OCT Cryomount in cryomolds, frozen on dry ice, and stored at –80°C until further use. SCs were cut into 20- or 50-μm cryosections in a cryostat, mounted onto Superfrost Plus glass slides (Thermo Scientific), and stored at –20°C. For immunofluorescence staining, sections were air-dried at RT for 30 minutes, fixed with 1% PFA in PBS for 15 minutes, and permeabilized in PBS containing 0.3% Triton X-100. Following blocking with donkey immunomix (DIM) (5% donkey serum, 0.2% BSA, 0.3% Triton X-100, 0.05% NaN_3_ in PBS) at RT for 1 hour, sections were incubated with primary Abs in DIM at 4°C for 1 to 2 nights. The following primary Abs were used: rat anti-MBP (clone 12, Bio-Rad), rabbit anti-Iba1 (Wako, catalog 019-19741), goat anti-Ly-6G (clone 1A8, BioLegend), rat anti-CD4 (clone RM4-5, BD Pharmingen), rat anti-I-A/I-E (clone M5/114.15.2, BioLegend), goat anti-CD31 (R&D Systems, catalog AF3628), rat anti-VCAM1 (clone M/K-2, Merck), rat anti-CD31 (clone MEC 13.3, BD Pharmingen), rat anti-mouse TER-119 (clone TER-119, BD Pharmingen), and goat anti-P-selectin (R&D Systems, catalog AF737). After washing with PBS containing 0.1–0.3% Triton X-100, sections were stained with fluorophore-conjugated secondary Abs in PBS containing 0.1% Triton X-100 or in DIM at RT. Following DAPI staining, sections were washed with PBS containing 0.1% Triton X-100 and PBS. The sections were post-fixed with 1% PFA in PBS, mounted with VectaShield (Vecta Laboratories), and sealed with Cytoseal (Thermo Scientific).

### Image acquisition and quantification.

Immunofluorescent images of SC sections were acquired with an Axio Imager (Carl Zeiss) through Hamamatsu Orca Flash 4.0 LT camera and Zen Pro 2.3 software. Laser scanning confocal *Z*-stack images of the fluorescently labeled SC cryosections were acquired with Zen 2012 software (Carl Zeiss) using a Carl Zeiss LSM 780 or 880 confocal microscope (air objectives 10× Plan-Apochromat with NA 0.45 and 20× Plan-Apochromat with NA 0.80) with multichannel scanning in tiles. The *Z*-stack images were rendered to maximum intensity projections or extended depth of focus. Image brightness and contrast were adjusted using Fiji ImageJ (version 1.52b, NIH). Quantification was performed using Fiji ImageJ software and reported as area fraction of region of interest. Vessel density and diameter (total vessel area divided by total vessel length) were quantified using AngioTool (66). EC adhesion molecule expression was calculated as percentage of VCAM1^+^ and P-selectin^+^ area within the CD31^+^ EC area. MHCII expression was calculated as percentage of MHCII^+^ area within the Iba1^+^ area. Extravasated TER-119^+^ red blood cells were calculated as percentage of TER-119^+^ area outside the blood vessels divided by CD31^+^ area.

### Analysis of Tie2 phosphorylation by immunoprecipitation and Western blot.

To analyze Tie2 phosphorylation in the lungs of mice that were induced with EAE and treated prophylactically with Abs, snap-frozen tissues were homogenized with ice-cold RIPA buffer containing protease and phosphatase inhibitors (25 mM Tris-HCl [pH 7.4], 150 mM NaCl, 0.5% Nonidet P-40, 0.5% Triton X-100, 2 mM EDTA, 10.2 μg/mL Aprotinin, 10 μg/mL leupeptin, 1 mM PMSF, 5 mM NaF, and 1 mM Na_3_VO_4_) in a 2-mL screw-cap tube containing zirconium oxide beads on a PowerLyzer 24 homogenizer. Supernatant was collected by centrifugation at 13,400 *g* at 4°C for 15 minutes, and protein concentration was determined using a Pierce BCA Protein Assay Kit (Thermo Fisher). Prewashed Protein G Sepharose 4 Fast Flow Beads (GE Healthcare) were incubated with goat anti-mouse Tie2 Ab (catalog AF762, R&D Systems) at 4°C for 1 hour. The Ab–protein G sepharose beads were then added to the supernatants containing approximately 2.5 mg of total protein at 4°C for 2 hours. After washing, the immunoprecipitates were then boiled in 2× Laemmli buffer, subjected to SDS-PAGE on 8% Tris-Glycine gel, and transferred to nitrocellulose membrane. Following blocking with 5% BSA in PBS, the membrane was first incubated with mouse anti-phosphotyrosine Ab (clone 4G10, Millipore), then with HRP-conjugated secondary Ab, and was developed with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Scientific). The membrane was stripped and reprobed with goat anti-mouse Tie2 Ab.

### Data availability.

All scRNA-Seq data sets were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE129105).

### Statistics.

Data are expressed as mean ± SEM. Comparisons between 2 groups were analyzed using 2-tailed Student’s *t* test for parametric data. Comparisons among 3 or more groups were analyzed using 1-way ANOVA with Dunnett’s or Bonferroni’s post hoc test for multiple comparisons for parametric data. Comparisons of AUC of clinical EAE scores (nonparametric data) between 2 groups were analyzed using Mann-Whitney *U* test. Comparisons of percentages of body weight loss between 2 groups were analyzed using 2-way repeated measures ANOVA. Comparison of 2 factors was analyzed using 2-way ANOVA with Bonferroni’s post hoc test for multiple comparisons for parametric data. Graphpad Prism 8.0 was used for statistical analysis. Differences were considered significant at *P* < 0.05.

### Study approval.

All animal studies were approved by the Committee for Animal Experiments of the District of Southern Finland, Finland, and the Lower Saxony State Office for Consumer Protection and Food Safety (LAVES), Germany.

## Author contributions

ZL, EAK, BE, AF, and KA designed research. ZL, EAK, AM, JS, EW, HN, SA, and UD performed research. ZL, EAK, AM, and JS analyzed data. SC and GYK provided reagents. JP provided help on scRNA-Seq data analysis. ZL, EAK, and KA wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
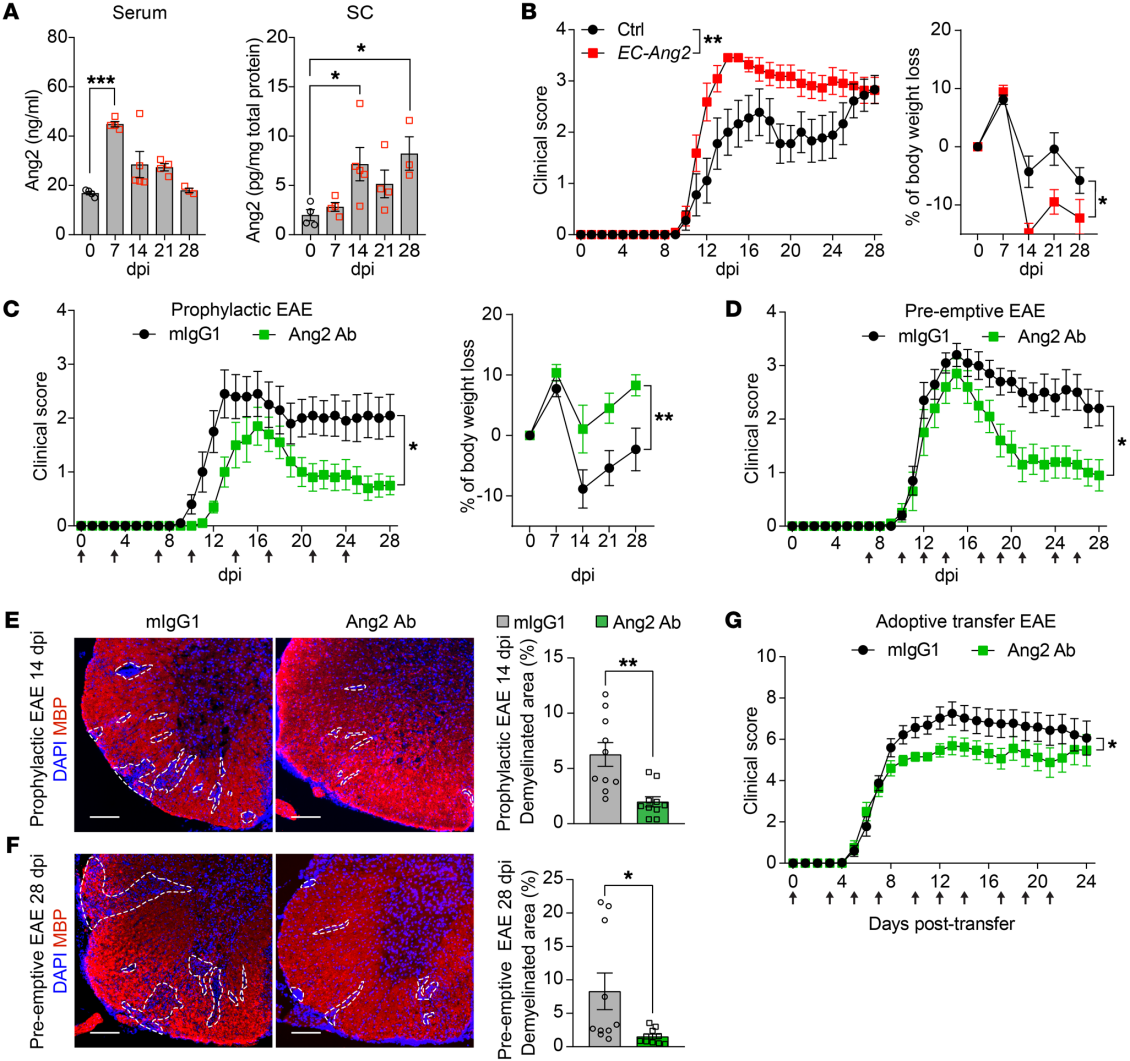
Ang2 is induced in EAE, and Ang2 blockade ameliorates EAE. (**A**) Ang2 protein concentration in the serum and SC lysates at different time points after EAE induction (0 dpi: *n* = 4; 7 dpi: *n* = 4; 14 dpi: *n* = 5; 21 dpi: *n* = 4; 28 dpi: *n* = 3). (**B**) Clinical scores and percentage of body weight loss of control (Ctrl, *n* = 9) versus *EC-Ang2* (*n* = 11) mice induced with active EAE. (**C**) Clinical scores and percentages of body weight loss of mice induced with active EAE and treated with mIgG1 versus Ang2 Ab prophylactically (starting at the time of EAE induction; 0 dpi) (*n* = 10 per group). (**D**) Clinical scores of mice induced with active EAE and treated with mIgG1 versus Ang2 Ab preemptively (starting during the effector phase of EAE at 7 dpi) (*n* = 10 per group). (**E** and **F**) Representative images and quantifications of MBP staining to show loss of myelin in the SC white matter from both prophylactic 14 dpi and preemptive 28 dpi groups (*n* = 10 per group). Scale bars: 100 μm. (**G**) Clinical scores of mice induced with adoptive transfer EAE and treated with mIgG1 versus Ang2 Ab starting at the time of adoptive transfer. Data are pooled from 2 independent experiments (*n* = 16 per group). Arrows indicate Ab injections. Mean ± SEM, 1-way ANOVA with Dunnett’s post hoc test for multiple comparisons (**A**), nonparametric Mann-Whitney *U* test (**B**-**D**, and **G**, comparison of AUC values of clinical EAE scores over the disease course), 2-way repeated measures ANOVA (**B** and **C**, body weight loss), and 2-tailed Student’s *t* test (**E** and **F**). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
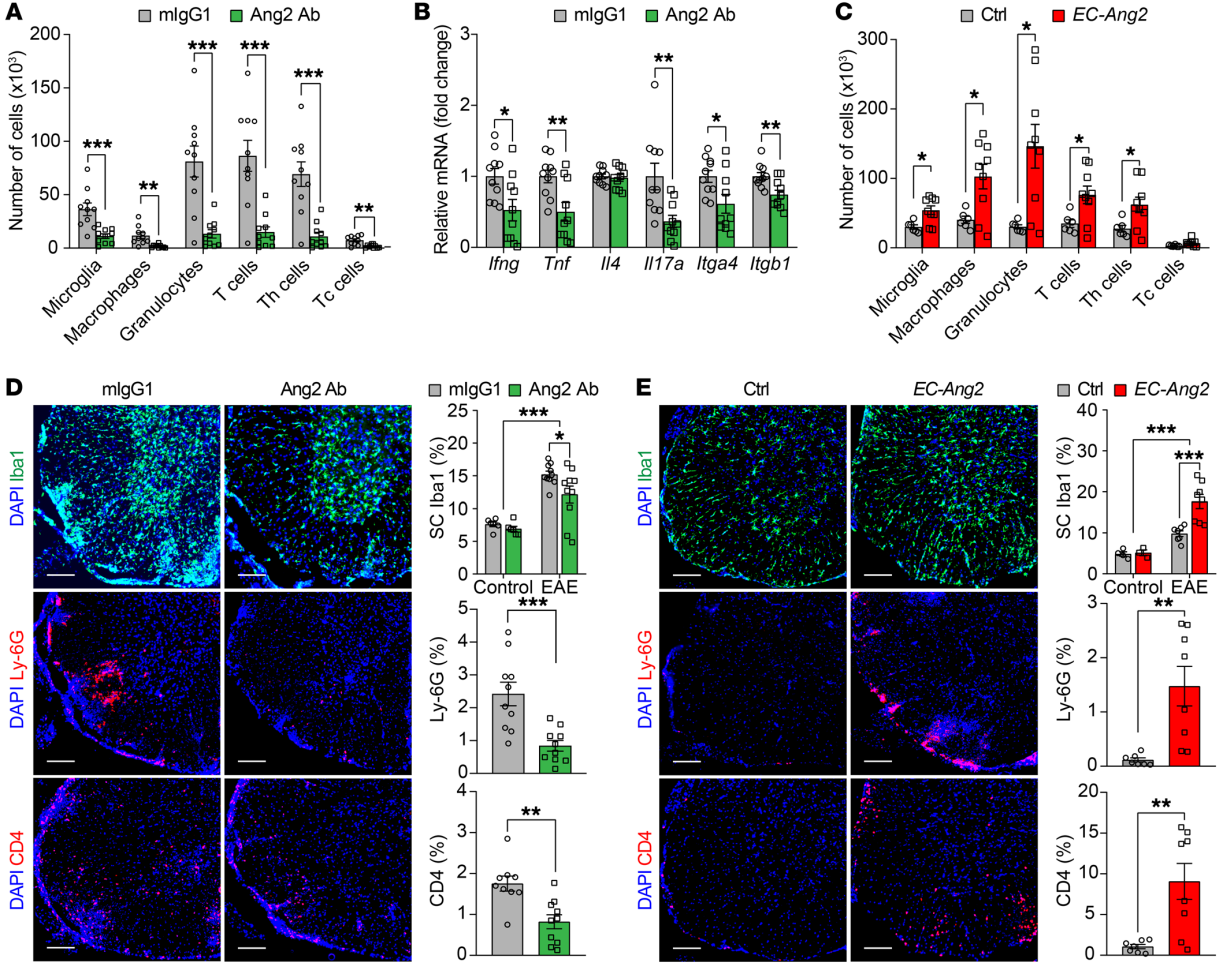
Prophylactic Ang2 blockade attenuates leukocyte infiltration and inflammation in the SCs of EAE mice. (**A**) Flow cytometric quantification of the number of immune cells in the SCs of mIgG1- versus Ang2 Ab–treated EAE mice at 12 dpi (*n* = 10 per group). (**B**) RT-qPCR quantification of mRNA levels of Th signature cytokines (*Ifng*, *Tnf*, *Il4*, and *Il17a*) and integrin subunits (*Itga4* and *Itgb1*) in the SCs of mIgG1- versus Ang2 Ab–treated EAE mice at 14 dpi (*n* = 10 per group). (**C**) Flow cytometric quantification of the number of immune cells in the SCs of control (*n* = 6) versus *EC-Ang2* (*n* = 9) EAE mice at 12 dpi. (**D** and **E**) Representative immunofluorescent images and quantifications of Iba1^+^ microglia and macrophages, Ly-6G^+^ granulocytes, and CD4^+^ Th cells in the SCs of mIgG1- versus Ang2 Ab–treated control and EAE mice (*n* = 10 per group) at 14 dpi as well as in the SCs of control (*n* = 7) versus *EC-Ang2* (*n* = 8) control and EAE mice at 12 dpi. Scale bars: 100 μm. Mean ± SEM, 2-tailed Student’s *t* test (**A**-**E**), and 2-way ANOVA with Bonferroni’s post hoc test for multiple comparisons (Iba1 staining in **D** and **E**). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
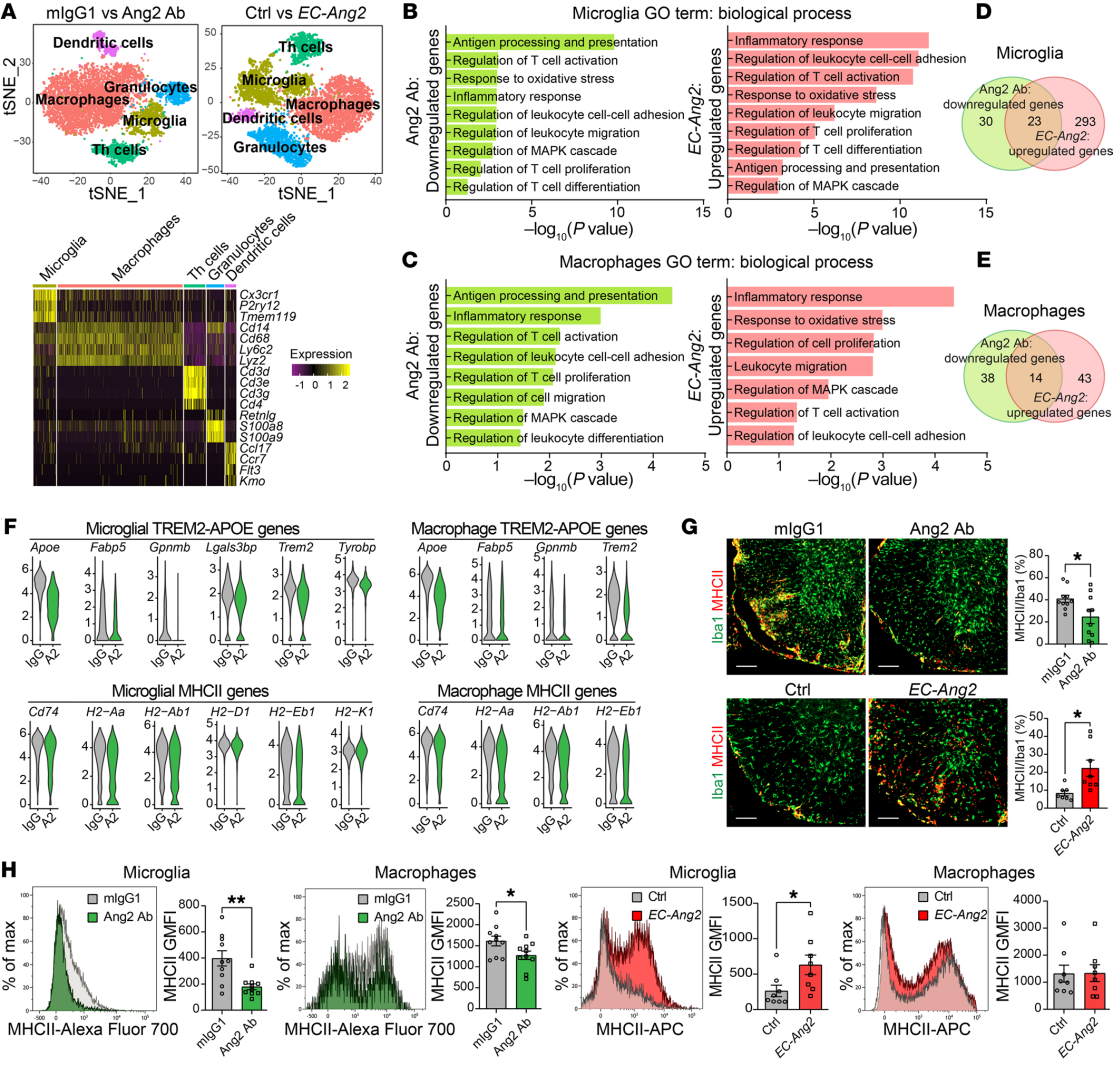
Prophylactic Ang2 blockade dampens inflammatory responses of immune cells in the SCs of EAE mice. (**A**) T-distributed stochastic neighbor embedding (t-SNE) analysis of main immune cell clusters in the SCs of mIgG1- versus Ang2 Ab– treated EAE mice at 14 dpi and single transgenic control versus *EC-Ang2* EAE mice at 12 dpi. Heatmap showing log_2_ expression of known marker genes for each cluster. (**B** and **C**) Relevant GO biological processes of significantly (adjusted *P* < 0.05) downregulated genes after Ang2 blockade and upregulated genes after Ang2 overexpression in microglia (**B**) and macrophages (**C**). (**D** and **E**) Venn diagram illustrating the number of genes that were regulated by Ang2 in microglia and macrophages. (**F**) Violin plots showing mRNA expression of significantly (adjusted *P* < 0.05) downregulated APOE-induced and MHCII-associated genes after Ang2 blockade. IgG, mIgG1; A2, Ang2 Ab. (**G**) Representative images and quantifications of MHCII immunostaining in Iba1^+^ cells in the SCs of mIgG1- versus Ang2 Ab–treated EAE mice at 14 dpi (*n* = 10 per group) and control (*n* = 7) versus *EC-Ang2* (*n* = 8) EAE mice at 12 dpi. Scale bars: 100 μm. (**H**) Representative flow cytometry overlay plots and quantifications showing GMFI of MHCII expression in microglia and macrophages in the SCs of mIgG1- versus Ang2 Ab–treated EAE mice at 14 dpi (*n* = 10 per group) and control versus *EC-Ang2* EAE mice at 12 dpi (*n* = 8 per group). Mean ± SEM, 2-tailed Student’s *t* test (**G** and **H**). *P < 0.05; **P < 0.01.

**Figure 4:**
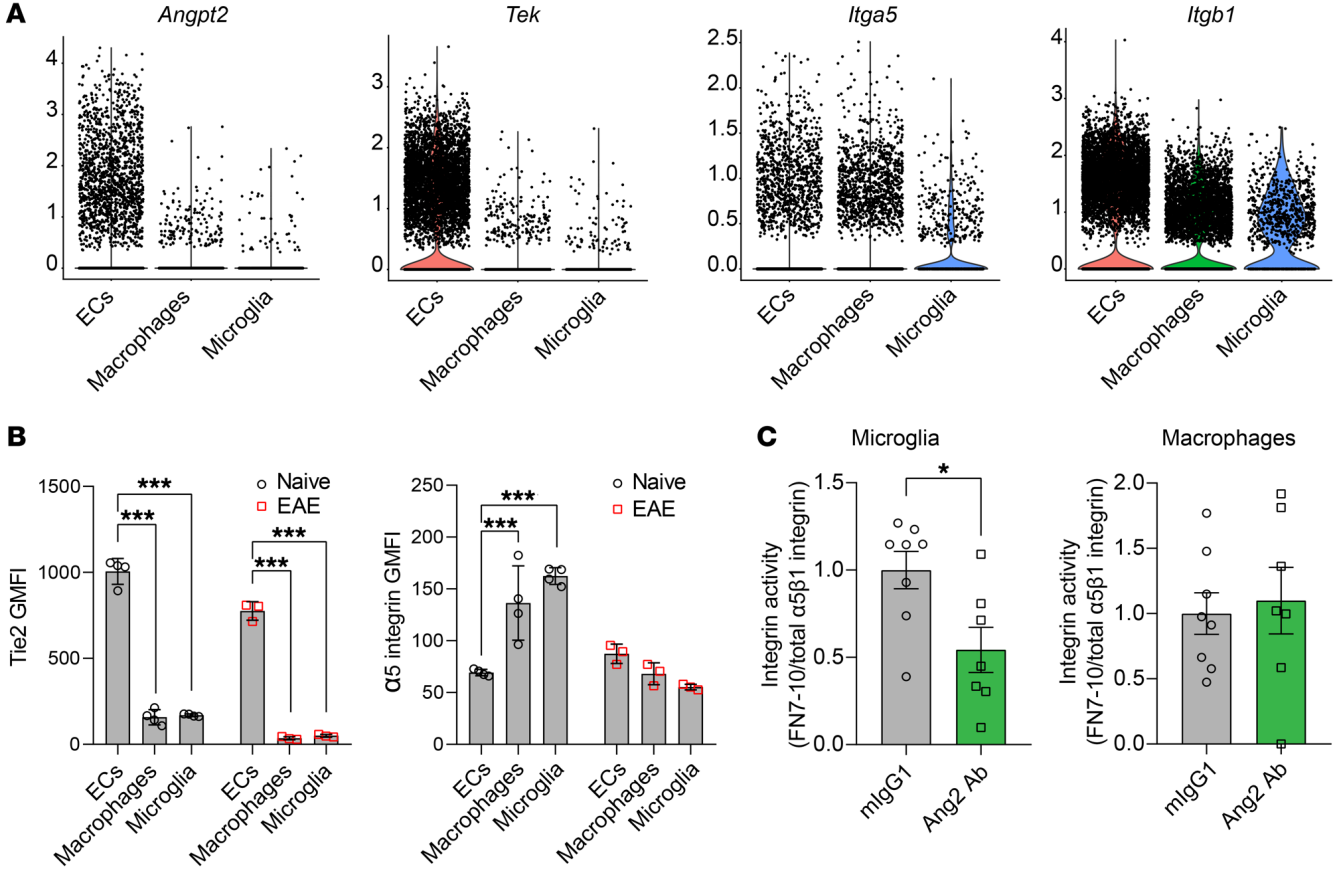
Prophylactic Ang2 blockade inhibits α_5_β_1_ integrin activation in the SCs of EAE mice. (**A**) Violin plots showing expression of *Angpt2* and its receptors *Tek*, *Itga5*, and *Itgb1* in EC, microglia, and macrophage clusters of mIgG1- and Ang2 Ab–treated EAE mice. (**B**) GMFI of Tie2 and α_5_ integrin on the surface of ECs, macrophages, and microglia from naive versus EAE mice (naive, *n* = 4; EAE, *n* = 3) at 14 dpi as analyzed by flow cytometry. (**C**) Flow cytometric analysis of active cell surface integrin (FN7-10 binding) relative to total cell surface α_5_β_1_ integrin in microglia and macrophages from mIgG1- and Ang2 Ab–treated EAE mice (mIgG1, *n* = 8; Ang2 Ab, *n* = 7) at the disease peak (16 dpi). Mean ± SEM, 2-way ANOVA with Bonferroni’s post hoc test for multiple comparisons (**B**) and 2-tailed Student’s *t* test (**C**). *P < 0.05; ***P < 0.001.

**Figure 5:**
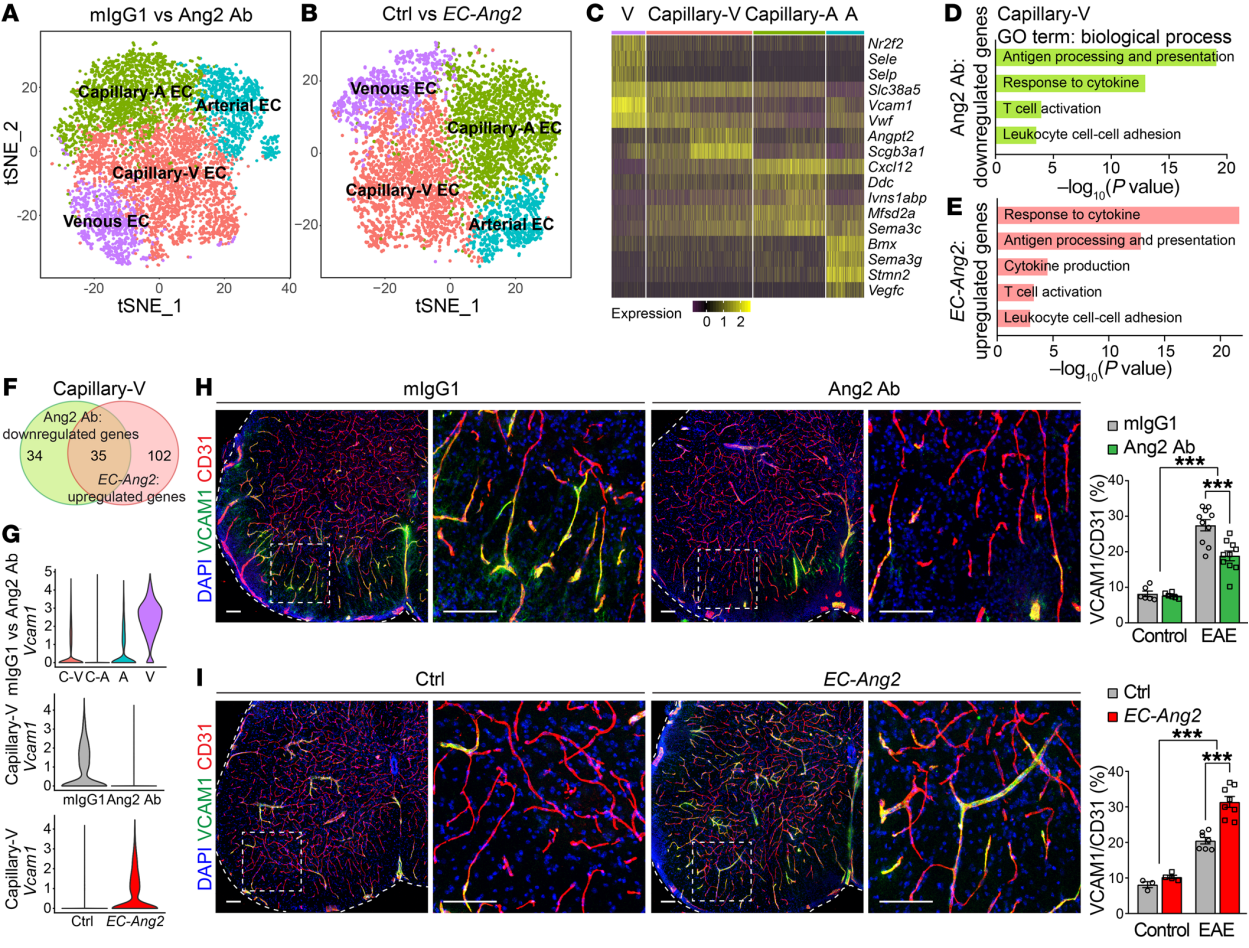
Prophylactic Ang2 blockade suppresses vascular inflammation in the SCs of EAE mice. (**A** and **B**) t-SNE analysis of the main EC clusters (venous and arterial) in the SCs of mIgG1- versus Ang2 Ab–treated EAE mice at 14 dpi and single transgenic control versus *EC-Ang2* EAE mice at 12 dpi. capillary-V, capillary-venous; capillary-A, capillary-arterial. (**C**) Heatmap showing log_2_ expression of known marker genes in each cluster. (**D** and **E**) Relevant GO biological processes of significantly (adjusted *P* < 0.05) downregulated genes after Ang2 blockade (**D**) and upregulated genes after Ang2 overexpression (**E**) in the SC capillary-venous ECs. (**F**) Venn diagram illustrating the number of genes that were regulated by Ang2 in the SC capillary-venous ECs. (**G**) Violin plots showing *Vcam1* expression in different EC clusters as well as its differential expression in capillary-venous ECs regulated by Ang2. (**H** and **I**) Representative images (EAE) and quantification of VCAM1 in the SC blood vessels of mIgG1- versus Ang2 Ab–treated control (*n* = 6 per group) and EAE (*n* = 10 per group) mice at 14 dpi and control versus *EC-Ang2* control (Ctrl, *n* = 3; *EC-Ang2*, *n* = 4) and EAE (Ctrl, *n* = 7; *EC-Ang2*, *n* = 8) mice at 12 dpi. Scale bars: 100 μm. Mean ± SEM, 2-way ANOVA with Bonferroni’s post hoc test for multiple comparisons (**H** and **I**). ***P < 0.001.

**Figure 6:**
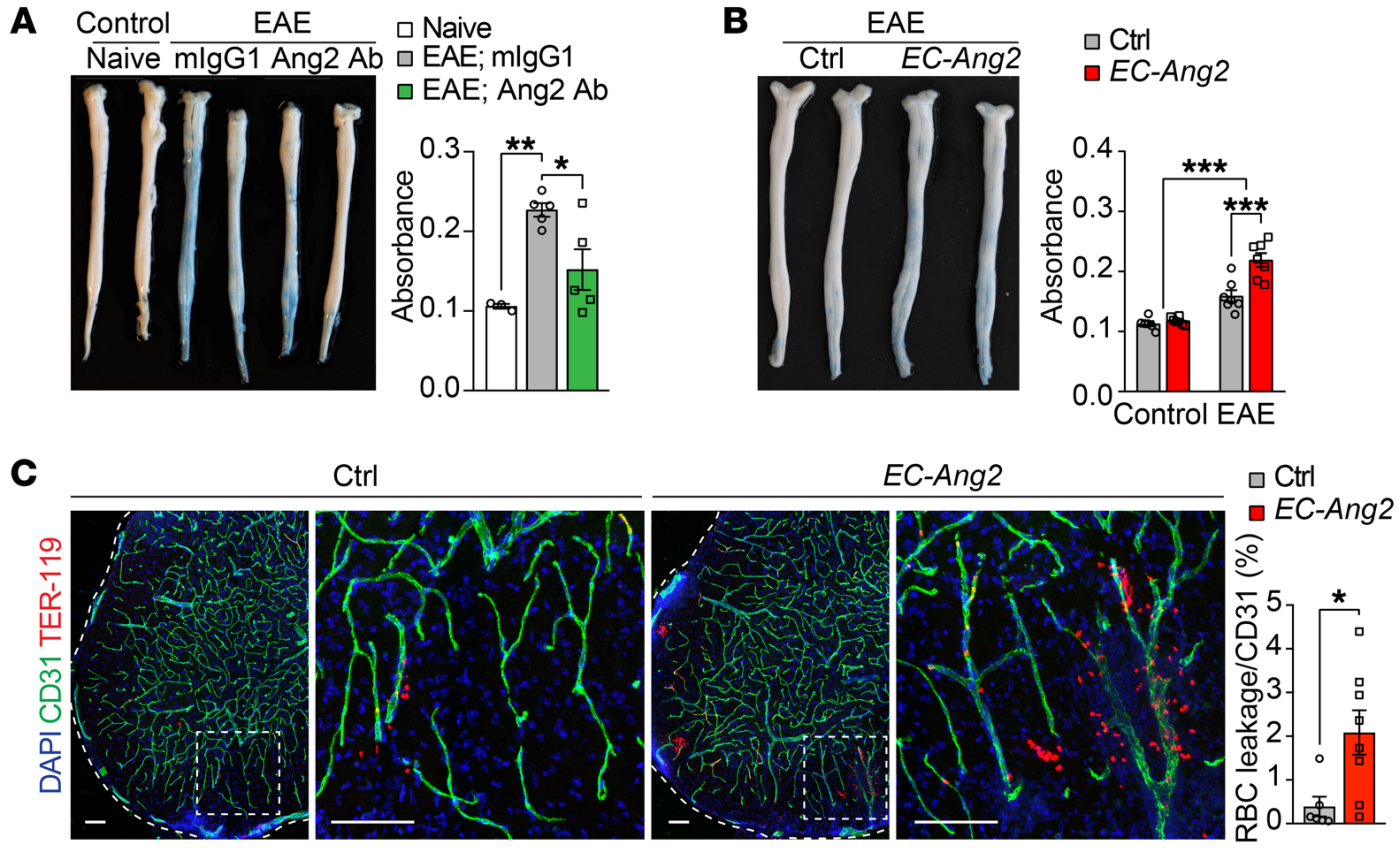
Prophylactic Ang2 blockade improves vascular integrity in the SCs of EAE mice. (**A** and **B**) Representative images and quantifications of Evans blue leakage in the SCs of naive (*n* = 3), mIgG1- versus Ang2 Ab–treated EAE mice (*n* = 5 per group) and control versus *EC-Ang2* control (*n* = 6 per group) and EAE (*n* = 7 per group) mice at 12 dpi. (**C**) Representative images and quantification of extravascular TER-119^+^ RBCs in the SCs of control (*n* = 6) versus *EC-Ang2* (*n* = 8) EAE mice at 12 dpi. Scale bars: 100 μm. Mean ± SEM, 1- or 2-way ANOVA with Bonferroni’s post hoc test for multiple comparisons (**A** and **B**) and 2-tailed Student’s *t* test (**C**). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 7:**
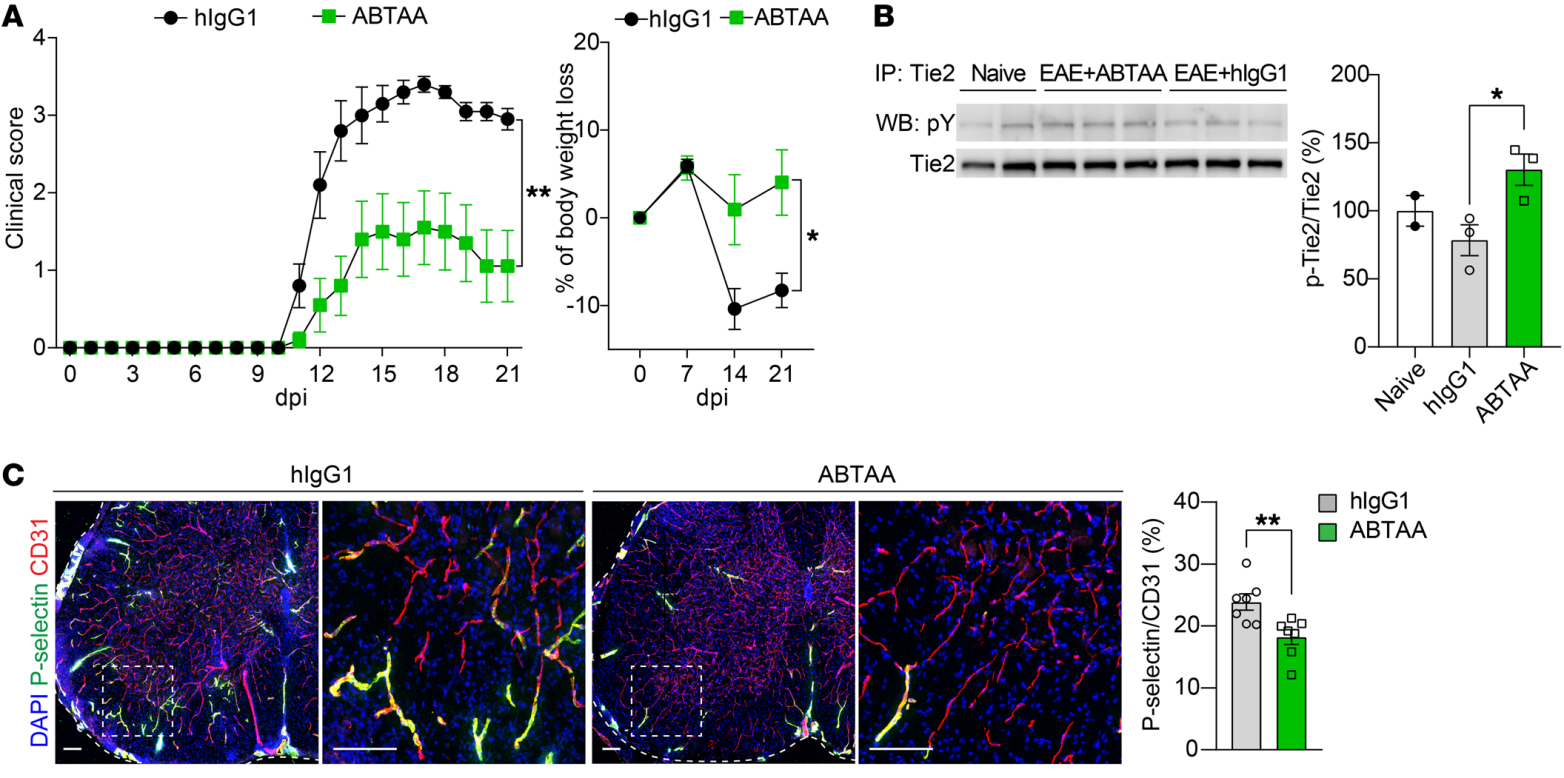
Prophylactic ABTAA induces Tie2 activation and ameliorates EAE. (**A**) Clinical scores and percentages of body weight loss of mice induced with active EAE and treated with hIgG1 versus ABTAA prophylactically (Ab administration started at the time of EAE induction, 0 dpi) (*n* = 10 per group). (**B**) Tie2 phosphorylation in the lungs of EAE mice treated with hIgG1 versus ABTAA prophylactically (*n* = 3 per group) at 14 dpi by immunoprecipitation and Western blot (WB) detections with anti-phosphotyrosine (pY) and anti-Tie2 Abs. (**C**) Representative images and quantification of P-selectin in the SC blood vessels of hIgG1- versus ABTAA-treated EAE mice (*n* = 7 per group) at 14 dpi. Scale bars: 100 μm. Mean ± SEM, nonparametric Mann-Whitney *U* test (**A**, comparison of AUC values of clinical EAE scores over the disease course), 2-way repeated measures ANOVA (**A**, percentage of body weight loss), 1-way ANOVA with Bonferroni’s post hoc test for multiple comparisons (**B**), and 2-tailed Student’s *t* test (**C**). *P < 0.05; **P < 0.01.

## References

[1] Abbott NJ, Patabendige AA, Dolman DE, Yusof SR, Begley DJ (2010). Structure and function of the blood-brain barrier. Neurobiol Dis.

[2] Larochelle C, Alvarez JI, Prat A (2011). How do immune cells overcome the blood-brain barrier in multiple sclerosis?. FEBS Lett.

[3] Constantinescu CS, Farooqi N, O’Brien K, Gran B (2011). Experimental autoimmune encephalomyelitis (EAE) as a model for multiple sclerosis (MS). Br J Pharmacol.

[4] Saharinen P, Eklund L, Alitalo K (2017). Therapeutic targeting of the angiopoietin-TIE pathway. Nat Rev Drug Discov.

[5] Parikh SM (2017). Angiopoietins and Tie2 in vascular inflammation. Curr Opin Hematol.

[6] Yuan HT, Khankin EV, Karumanchi SA, Parikh SM (2009). Angiopoietin 2 is a partial agonist/antagonist of Tie2 signaling in the endothelium. Mol Cell Biol.

[7] Korhonen EA (2016). Tie1 controls angiopoietin function in vascular remodeling and inflammation. J Clin Invest.

[8] Augustin HG, Koh GY, Thurston G, Alitalo K (2009). Control of vascular morphogenesis and homeostasis through the angiopoietin-Tie system. Nat Rev Mol Cell Biol.

[9] Thurston G (2000). Angiopoietin-1 protects the adult vasculature against plasma leakage. Nat Med.

[10] Gurnik S (2016). Angiopoietin-2-induced blood-brain barrier compromise and increased stroke size are rescued by VE-PTP-dependent restoration of Tie2 signaling. Acta Neuropathol.

[11] Lee SJ (2018). Angiopoietin-2 exacerbates cardiac hypoxia and inflammation after myocardial infarction. J Clin Invest.

[12] Ghosh CC (2015). Drug repurposing screen identifies Foxo1-dependent angiopoietin-2 regulation in sepsis. Crit Care Med.

[13] Fiedler U (2006). Angiopoietin-2 sensitizes endothelial cells to TNF-alpha and has a crucial role in the induction of inflammation. Nat Med.

[14] Hakanpaa L (2018). Targeting β1-integrin inhibits vascular leakage in endotoxemia. Proc Natl Acad Sci U S A.

[15] Benest AV (2013). Angiopoietin-2 is critical for cytokine-induced vascular leakage. PLoS One.

[16] Han S (2016). Amelioration of sepsis by TIE2 activation-induced vascular protection. Sci Transl Med.

[17] Holopainen T (2012). Effects of angiopoietin-2-blocking antibody on endothelial cell-cell junctions and lung metastasis. J Natl Cancer Inst.

[18] Schmittnaegel M (2017). Dual angiopoietin-2 and VEGFA inhibition elicits antitumor immunity that is enhanced by PD-1 checkpoint blockade. Sci Transl Med.

[19] Li Z, Ma L, Kulesskaya N, Võikar V, Tian L (2014). Microglia are polarized to M1 type in high-anxiety inbred mice in response to lipopolysaccharide challenge. Brain Behav Immun.

[20] Nathan C, Cunningham-Bussel A (2013). Beyond oxidative stress: an immunologist’s guide to reactive oxygen species. Nat Rev Immunol.

[21] Krasemann S (2017). The TREM2-APOE pathway drives the transcriptional phenotype of dysfunctional microglia in neurodegenerative diseases. Immunity.

[22] Hakanpaa L (2015). Endothelial destabilization by angiopoietin-2 via integrin β1 activation. Nat Commun.

[23] Nishizaka T, Shi Q, Sheetz MP (2000). Position-dependent linkages of fibronectin- integrin-cytoskeleton. Proc Natl Acad Sci U S A.

[24] Kirk SL, Karlik SJ (2003). VEGF and vascular changes in chronic neuroinflammation. J Autoimmun.

[25] Tabruyn SP (2010). Angiopoietin-2-driven vascular remodeling in airway inflammation. Am J Pathol.

[26] Fuxe J (2010). Angiopoietin/Tie2 signaling transforms capillaries into venules primed for leukocyte trafficking in airway inflammation. Am J Pathol.

[27] Vanlandewijck M (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[28] Sabbagh MF (2018). Transcriptional and epigenomic landscapes of CNS and non-CNS vascular endothelial cells. Elife.

[29] Sorriento D, Santulli G, Del Giudice C, Anastasio A, Trimarco B, Iaccarino G (2012). Endothelial cells are able to synthesize and release catecholamines both in vitro and in vivo. Hypertension.

[30] Cavallero S, Shen H, Yi C, Lien CL, Kumar SR, Sucov HM (2015). CXCL12 signaling is essential for maturation of the ventricular coronary endothelial plexus and establishment of functional coronary circulation. Dev Cell.

[31] Turesson C (2004). Endothelial expression of MHC class II molecules in autoimmune disease. Curr Pharm Des.

[32] Pober JS, Merola J, Liu R, Manes TD (2017). Antigen presentation by vascular cells. Front Immunol.

[33] Park JS (2016). Normalization of tumor vessels by Tie2 activation and Ang2 inhibition enhances drug delivery and produces a favorable tumor microenvironment. Cancer Cell.

[34] Fiedler U, Augustin HG (2006). Angiopoietins: a link between angiogenesis and inflammation. Trends Immunol.

[35] Kim M (2016). Opposing actions of angiopoietin-2 on Tie2 signaling and FOXO1 activation. J Clin Invest.

[36] Fiedler U (2004). The Tie-2 ligand angiopoietin-2 is stored in and rapidly released upon stimulation from endothelial cell Weibel-Palade bodies. Blood.

[37] Karampoor S, Zahednasab H, Ramagopalan S, Mehrpour M, Keyvani H (2016). Angiogenic factors are associated with multiple sclerosis. J Neuroimmunol.

[38] Chaitanya GV (2013). Inflammation induces neuro-lymphatic protein expression in multiple sclerosis brain neurovasculature. J Neuroinflammation.

[39] De Palma M, Jain RK (2017). CD4^+^ T cell activation and vascular normalization: two sides of the same coin?. Immunity.

[40] Raivich G, Banati R (2004). Brain microglia and blood-derived macrophages: molecular profiles and functional roles in multiple sclerosis and animal models of autoimmune demyelinating disease. Brain Res Brain Res Rev.

[41] Brück W (1995). Monocyte/macrophage differentiation in early multiple sclerosis lesions. Ann Neurol.

[42] Li H, Cuzner ML, Newcombe J (1996). Microglia-derived macrophages in early multiple sclerosis plaques. Neuropathol Appl Neurobiol.

[43] McCombe PA, de Jersey J, Pender MP (1994). Inflammatory cells, microglia and MHC class II antigen-positive cells in the spinal cord of Lewis rats with acute and chronic relapsing experimental autoimmune encephalomyelitis. J Neuroimmunol.

[44] Ajami B, Bennett JL, Krieger C, McNagny KM, Rossi FM (2011). Infiltrating monocytes trigger EAE progression, but do not contribute to the resident microglia pool. Nat Neurosci.

[45] Fang HY (2009). Hypoxia-inducible factors 1 and 2 are important transcriptional effectors in primary macrophages experiencing hypoxia. Blood.

[46] Scholz A (2011). Angiopoietin-2 promotes myeloid cell infiltration in a β_2_-integrin-dependent manner. Blood.

[47] Sinnathamby T, Yun J, Clavet-Lanthier MÉ, Cheong C, Sirois MG (2015). VEGF and angiopoietins promote inflammatory cell recruitment and mature blood vessel formation in murine sponge/Matrigel model. J Cell Biochem.

[48] Lemieux C, Maliba R, Favier J, Théorêt JF, Merhi Y, Sirois MG (2005). Angiopoietins can directly activate endothelial cells and neutrophils to promote proinflammatory responses. Blood.

[49] Kim J (2019). Tie2 activation promotes choriocapillary regeneration for alleviating neovascular age-related macular degeneration. Sci Adv.

[50] Bruttger J (2015). Genetic cell ablation reveals clusters of local self-renewing microglia in the mammalian central nervous system. Immunity.

[51] Russo MV, Latour LL, McGavern DB (2018). Distinct myeloid cell subsets promote meningeal remodeling and vascular repair after mild traumatic brain injury. Nat Immunol.

[52] Kuchroo VK, Martin CA, Greer JM, Ju ST, Sobel RA, Dorf ME (1993). Cytokines and adhesion molecules contribute to the ability of myelin proteolipid protein-specific T cell clones to mediate experimental allergic encephalomyelitis. J Immunol.

[53] Petersen MA, Ryu JK, Akassoglou K (2018). Fibrinogen in neurological diseases: mechanisms, imaging and therapeutics. Nat Rev Neurosci.

[54] Ryu JK (2018). Fibrin-targeting immunotherapy protects against neuroinflammation and neurodegeneration. Nat Immunol.

[55] Jiang H, Zhang F, Yang J, Han S (2014). Angiopoietin-1 ameliorates inflammation-induced vascular leakage and improves functional impairment in a rat model of acute experimental autoimmune encephalomyelitis. Exp Neurol.

[56] Sun JF (2005). Microvascular patterning is controlled by fine-tuning the Akt signal. Proc Natl Acad Sci U S A.

[57] Stromnes IM, Goverman JM (2006). Active induction of experimental allergic encephalomyelitis. Nat Protoc.

[58] Flach AC (2016). Autoantibody-boosted T-cell reactivation in the target organ triggers manifestation of autoimmune CNS disease. Proc Natl Acad Sci U S A.

[59] Schläger C, Litke T, Flügel A, Odoardi F (2016). In vivo visualization of (auto)immune processes in the central nervous system of rodents. Methods Mol Biol.

[60] Warnick RE, Fike JR, Chan PH, Anderson DK, Ross GY, Gutin PH (1995). Measurement of vascular permeability in spinal cord using Evans Blue spectrophotometry and correction for turbidity. J Neurosci Methods.

[61] Georgiadou M (2017). AMPK negatively regulates tensin-dependent integrin activity. J Cell Biol.

[62] Lilja J (2017). SHANK proteins limit integrin activation by directly interacting with Rap1 and R-Ras. Nat Cell Biol.

[63] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol.

[64] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[65] Huang da W, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res.

[66] Zudaire E, Gambardella L, Kurcz C, Vermeren S (2011). A computational tool for quantitative analysis of vascular networks. PLoS One.

# Supplementary material for: Angiopoietin-2 blockade ameliorates autoimmune neuroinflammation by inhibiting leukocyte recruitment into the CNS
**Source:** J Clin Invest. 2020 Mar 9;130(4):1977–90. doi: 10.1172/JCI130308
**Supplement:** Supplemental data

## Supplemental material

### **Angiopoietin-2 blockade ameliorates autoimmune neuroinflammation by inhibiting leukocyte recruitment into the CNS**

Zhilin Li,<sup>1</sup> Emilia A. Korhonen,<sup>1</sup> Arianna Merlini,<sup>2</sup> Judith Strauss,<sup>2</sup> Eleonoora Wihuri,<sup>1</sup> Harri Nurmi,<sup>1</sup>  
Salli Antila,<sup>1</sup> Jennifer Paech,<sup>1</sup> Urban Deutsch,<sup>3</sup> Britta Engelhardt,<sup>3</sup> Sudhakar Chintharlapalli,<sup>4</sup> Gou  
Young Koh,<sup>5,6</sup> Alexander Flügel,<sup>2</sup> Kari Alitalo<sup>1,7</sup>

**Authorship note:** ZL and EAK contributed equally to this work.

## Supplemental Data

**Supplemental Table 1. Genes regulated by both Ang2 blockade and Ang2 overexpression in scRNA-seq.**

| Cluster name                | List of overlapping genes                                                                                                                                                                                                                        |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Microglia</b>            | <i>Aldoa, Anxa5, AW112010, Ccl5, Cd74, Cst7, Cxcl9, Fabp5, Fth1, Ftl1, Gpnmb, H2-Aa, H2-Ab1, H2-Eb1, H2-K1, H2-Q7, Hp, Il18bp, Il2rg, Ly6i, Pla2g7, Saa3, Thbs1</i>                                                                              |
| <b>Macrophages</b>          | <i>Acp5, Cd63, Cd68, Ctsb, Ctsd, Ctsl, Ecm1, Fabp5, Gpnmb, Grn, Hexa, Ms4a7, Rgs1, Saa3</i>                                                                                                                                                      |
| <b>Capillary-venous ECs</b> | <i>Ackr1, AW112010, B2m, Cadm3, Cd82, Clec14a, Ctla2a, Ecm1, Gbp2, Gbp3, Gbp4, Gbp5, Gbp7, H2-D1, H2-K1, H2-Q6, H2-Q7, H2-T22, Igtp, Iigp1, Irgm1, Lyz2, Prcp, Psmb8, Psmb9, Rnase4, Saa3, Stat1, Tap1, Tapbp, Tmsb10, Upp1, Vcam1, Vim, Vwf</i> |

**Supplemental Table 2. List of primer sequences used for RT-qPCR analysis.**

| Gene          | Forward primer sequence (5'-3') | Reverse primer sequence (5'-3') |
|---------------|---------------------------------|---------------------------------|
| <i>Itga4</i>  | AATCCAAACCAGACCTGCGA            | TTTTCCACCTGTGCCACAA             |
| <i>Itgb1</i>  | CGGACGCTGCGAAAAGATGA            | CATTCTCCGCAAGATTTGGCA           |
| <i>Ifng</i>   | ATGAACGCTACACACTGCATC           | CCATCCTTTTGCCAGTTCCTC           |
| <i>Tnf</i>    | CCAGTGTGGGAAGCTGTCTT            | AAGCAAAAGAGGAGGCAACA            |
| <i>Il4</i>    | GGTCTCAACCCCCAGCTAGT            | GCCGATGATCTCTCTCAAGTGAT         |
| <i>Il17a</i>  | TTTAACTCCCTTGGCGCAAAA           | CTTTCCCTCCGCATTGACAC            |
| <i>H2-Aa</i>  | TAGCAAGTCAGTCGCAGACG            | TCTCAGGTTCCCAAGTGTTTCAG         |
| <i>H2-Ab1</i> | CAGGAGTCAGAAAGGACCTCG           | ACTGGCAGTCAGGAATTCGG            |
| <i>H2-D1</i>  | ACCTGCAGTTCGCCTATGAAG           | TAATGCTCTGCAGCACCCTCT           |
| <i>H2-Eb1</i> | GTCGAGTGGAAGCACAAATCC           | AGTAGATGAACAGCCCCGCT            |
| <i>H2-K1</i>  | CCGCGGACGCTGGATATAA             | GACACGGCGGTGACGAAATA            |
| <i>H2-Q7</i>  | GGGAGCGGGTTGTAAAGTCC            | ACCAGCAAGAGCAGCATTGT            |
| <i>Fabp5</i>  | GGCAACAACATCACGGTCAA            | GGTGCAGACCGTCTCAGTTTT           |
| <i>Lgals3</i> | AACCCAACGCAAACAGGATT            | AGCGGGGGTTAAAGTGGAAG            |
| <i>Tyrobp</i> | GAGTGACACTTTCCCAAGATGC          | CCTTGACCTCGGGAGACCA             |
| <i>Icam1</i>  | GTGATGCTCAGGTATCCATCCA          | CACAGTTCTCAAAGCACAGCG           |
| <i>Pecam1</i> | CTGCCAGTCCGAAAATGGAAC           | CTTCATCCACTGGGGCTATC            |
| <i>Rplp0</i>  | GGACCGCCTGGTTCTCCTAT            | ACGATGTCACTCCAACGAGG            |
| <i>Hprt</i>   | TTGCTCGAGATGTCATGAAGGA          | AGCAGGTCAGCAAAGAAGTATAG         |

## Supplemental Figure 1

A

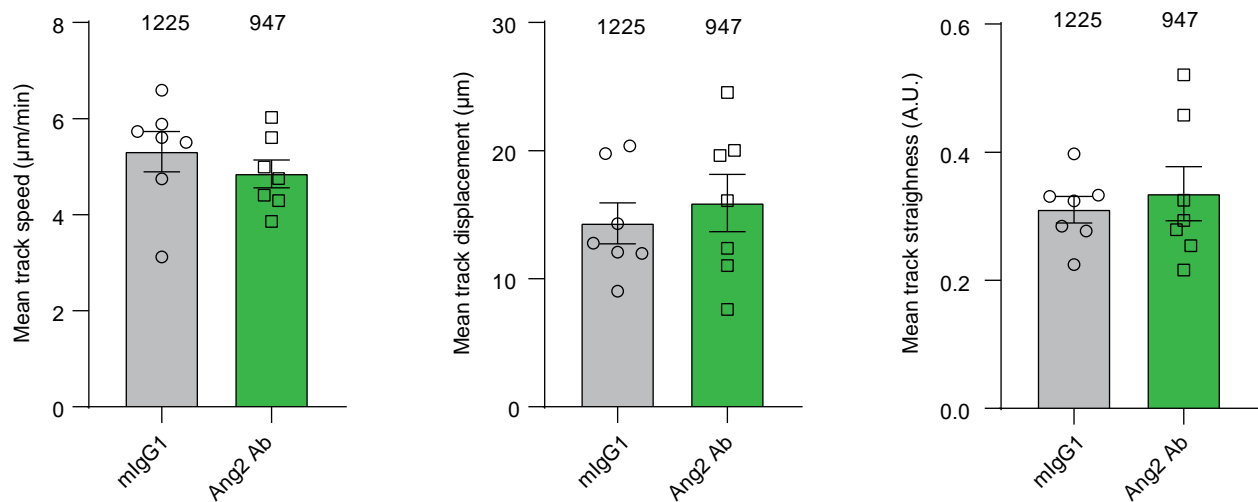

B

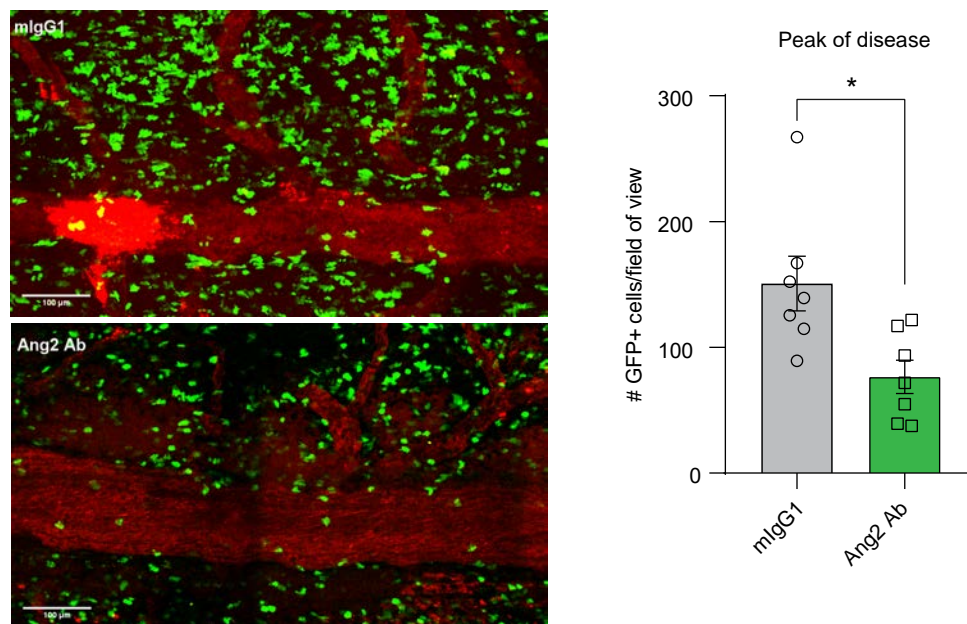

**Supplemental Figure 1. Prophylactic Ang2 blockade attenuates T cell infiltration but does not affect T cell motility in adoptive transfer EAE.** (A) Motility characteristics of MOG<sub>35-55</sub> reactive T cells in SC areas recorded by intravital two-photon microscopy over a period of 30 min (n = 7 per group). Each dot represents data obtained from one mouse. The total number of analyzed cells is indicated. (B) Representative two-photon microscopic images and quantification showing the pattern of infiltration of MOG<sub>35-55</sub> reactive T cells in the SC leptomeninges and subpial layers at the peak of the disease in mice treated with mlgG1 or Ang2 antibody (n = 7 per group). Scale bar, 100 μm. Green: MOG<sub>35-55</sub> reactive T cells; Red: leptomeningeal vessels. Mean ± SEM, two-tailed Student's *t*-test. \* *P* < 0.05.

## Supplemental Figure 2

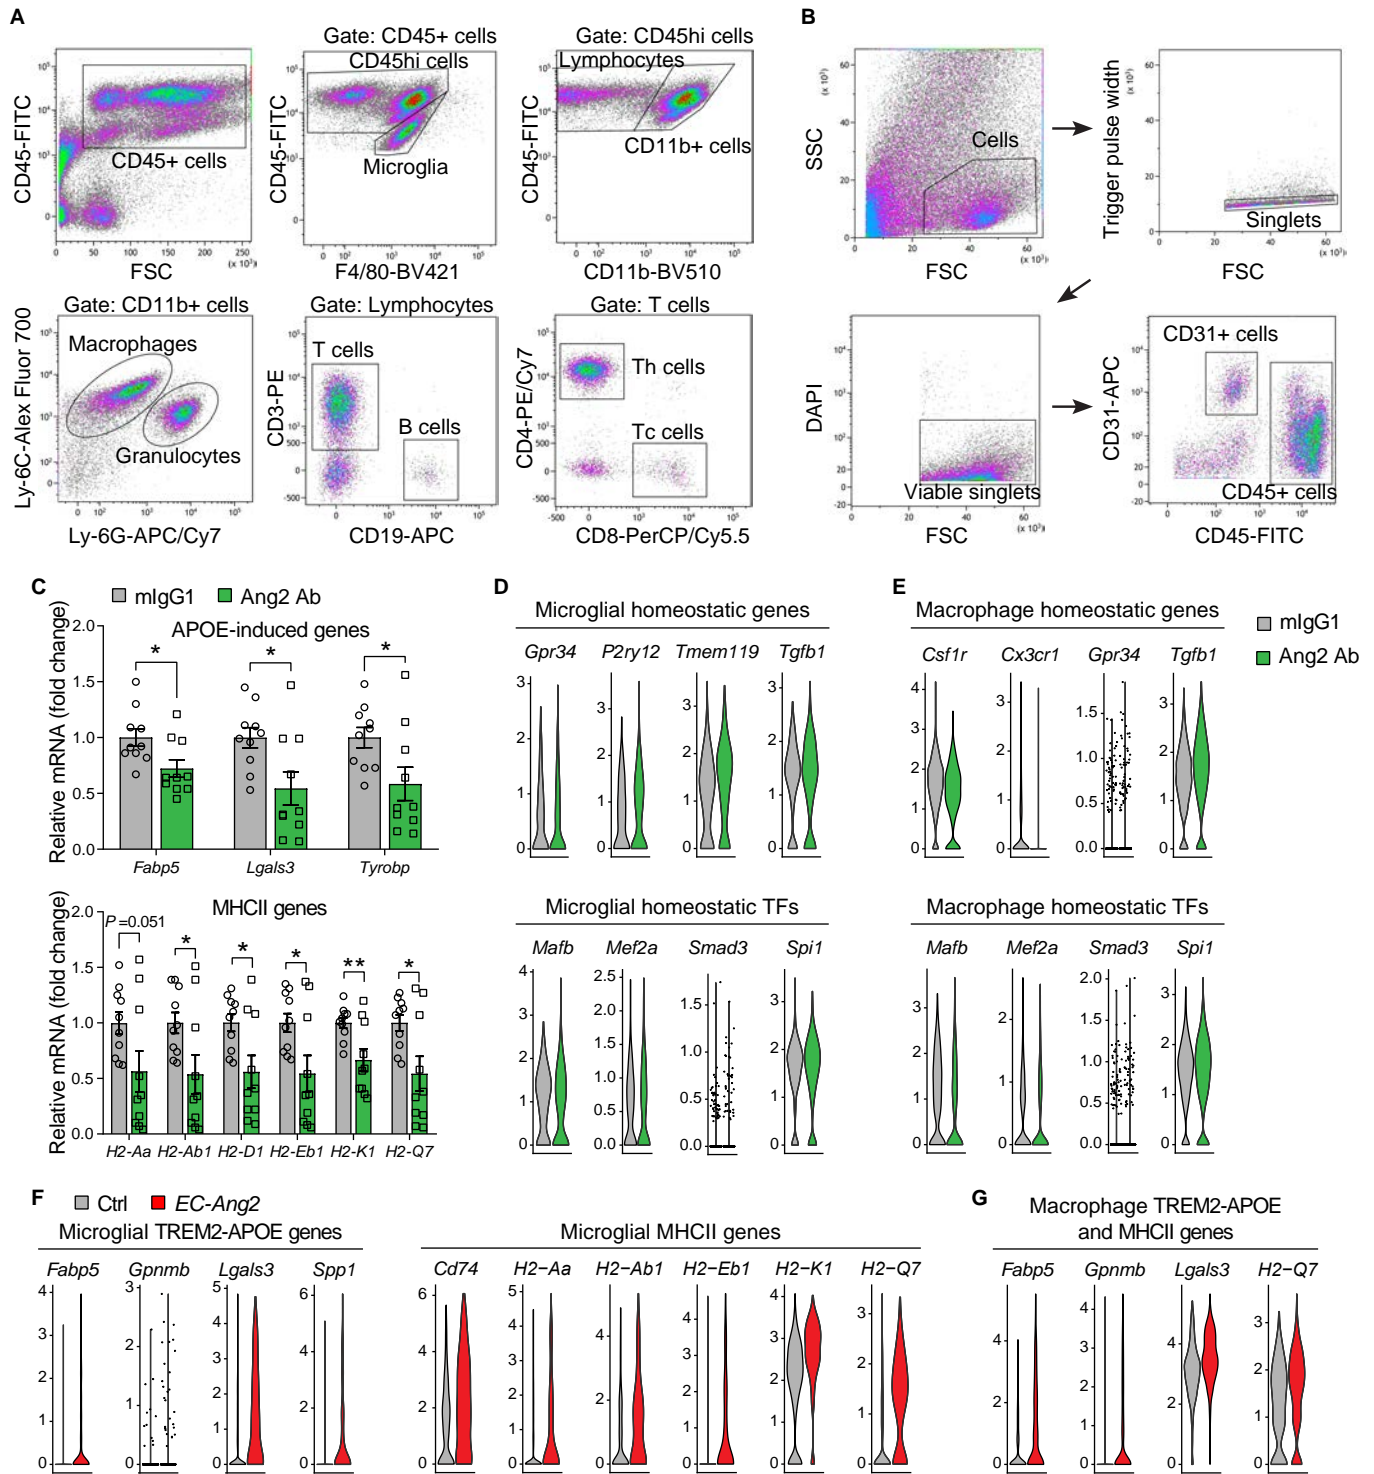

**Supplemental Figure 2. Prophylactic Ang2 blockade dampens immune activation but does not affect homeostatic genes of myeloid cells in the SCs of EAE mice.** (A) Flow cytometric gating strategy for the analysis of immune cells enriched from the SCs. (B) Flow cytometric gating strategy for the sorting of immune cells and ECs from the SCs. (C) RT-qPCR quantification of APOE-induced and MHCII-associated genes in the SCs of mlgG1- vs Ang2 antibody-treated EAE mice at 14 dpi ( $n = 10$  per group). (D and E) Violin plots showing expression of microglial and macrophage homeostatic genes and transcription factors (TFs) in the SCs of mlgG1- vs Ang2 antibody-treated mice at 14 dpi. (F and G) Violin plots showing significantly (adjusted  $P < 0.05$ ) upregulated microglial and macrophage APOE-induced and MHCII-associated genes in the SCs of Ctrl vs EC-Ang2 mice at 12 dpi. Mean  $\pm$  SEM, two-tailed Student's  $t$ -test (C). \*  $P < 0.05$ , \*\*  $P < 0.01$ .

## Supplemental Figure 3

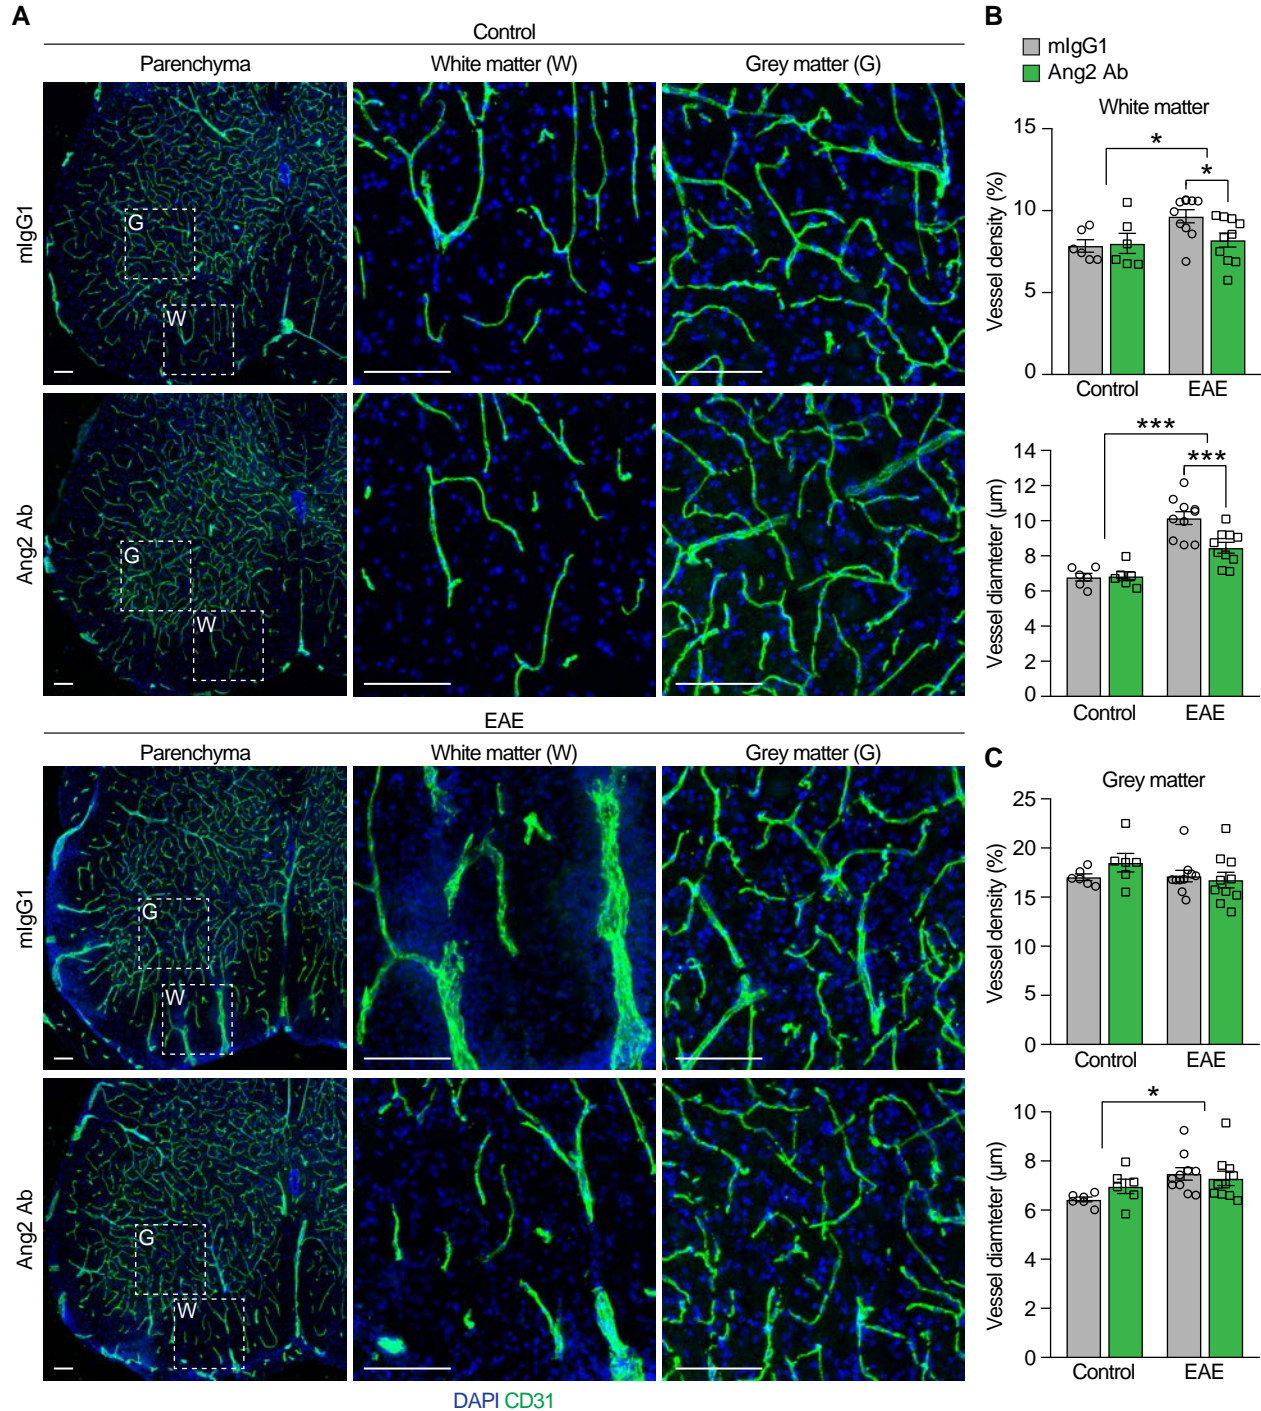

**Supplemental Figure 3. Prophylactic Ang2 blockade inhibits vascular remodeling in the SCs of EAE mice.** (A) Representative images of CD31<sup>+</sup> blood vessels in the SCs of mlgG1- vs Ang2 antibody-treated control (n = 6 per group) and EAE (n = 10 per group) mice (14 days). Scale bar, 100 μm. (B) Quantification of vessel density and diameter in the SC white matter (W). (C) Quantification of vessel density and diameter in the SC grey matter (G). Mean ± SEM, two-way ANOVA with Bonferroni's post-hoc test for multiple comparisons. \*  $P < 0.05$ , \*\*\*  $P < 0.001$ .

## Supplemental Figure 4

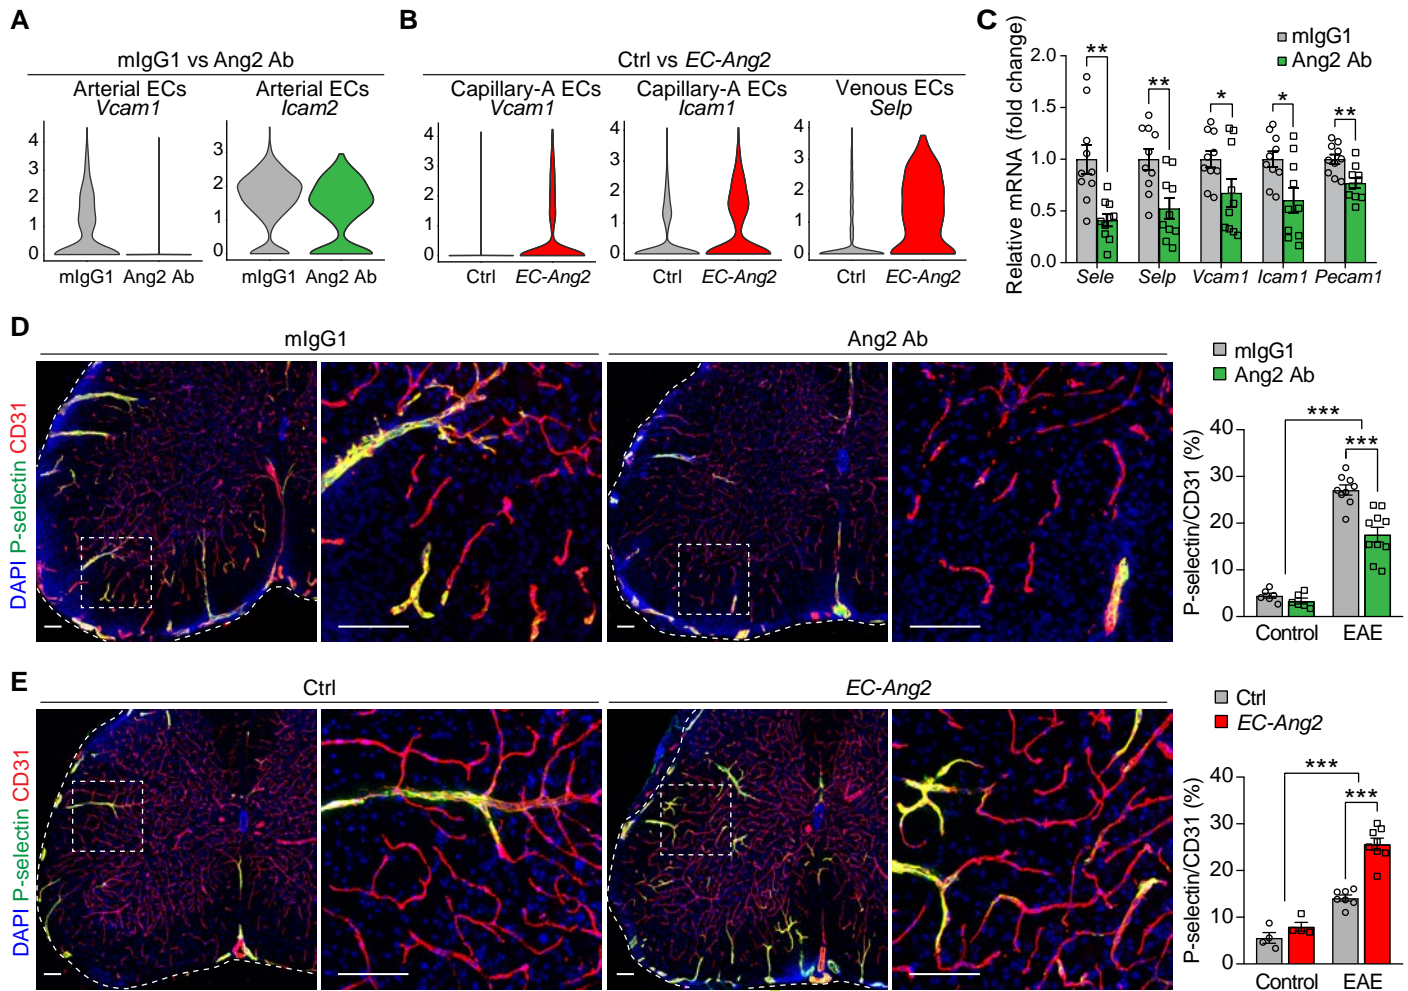

**Supplemental Figure 4. Prophylactic Ang2 blockade suppresses vascular inflammation in the SCs of EAE mice.** (A) Violin plots showing mRNA expression of significantly (adjusted  $P < 0.05$ ) downregulated *Vcam1* and *Icam2* in the SC arterial ECs of mlgG1- vs Ang2 antibody-treated EAE mice at 14 dpi. (B) Violin plots showing mRNA expression of significantly (adjusted  $P < 0.05$ ) upregulated *Vcam1* and *Icam1* in the capillary-arterial ECs, and *Selp* in the venous ECs in the SCs of Ctrl- vs *EC-Ang2* EAE mice at 12 dpi. (C) RT-qPCR quantification of mRNA levels of leukocyte adhesion molecules (*Sele*, *Selp*, *Vcam1*, *Icam1* and *Pecam1*) in the SCs of mlgG1- vs Ang2 antibody-treated EAE mice at 14 dpi ( $n = 10$  per group). (D and E) Representative images (EAE) and quantification of P-Selectin in the SC blood vessels of mlgG1- vs Ang2 antibody-treated control ( $n = 6$  per group) and EAE (mlgG1:  $n = 9$ ; Ang2 Ab:  $n = 10$ ) mice at 14 dpi, and Ctrl vs *EC-Ang2* control (Ctrl:  $n = 4$ ; *EC-Ang2*:  $n = 4$ ) and EAE (Ctrl:  $n = 7$ ; *EC-Ang2*:  $n = 8$ ) mice at 12dpi. Scale bar, 100  $\mu$ m. Mean  $\pm$  SEM, two-tailed Student's  $t$ -test (C), two-way ANOVA with Bonferroni's post-hoc test for multiple comparisons (D and E). \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

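Single-cell RNA-Seq was re-analysed from 4 libraries of SC cells of EAE mice, 1 library per condition: mIgG1 and Ang2 Ab at 14 dpi (the blockade pair), and single transgenic control (Ctrl) and *EC-Ang2* at 12 dpi (the overexpression pair). The authors deposited, for each library, the raw UMI counts that Cell Ranger gave for each gene and barcode of the 10x Genomics Chromium 3′ v2 chemistry; the counts are whole numbers without normalization, and all possible barcodes were kept, so that no cell calling and no doublet, mitochondrial, or cell cycle filter had been applied. The paper's text names neither the version of Cell Ranger nor the genome build. Genes were taken by the Ensembl identifiers and symbols in the files, and coordinates for printed genes from GENCODE on GRCm38. The paper's other measurements (RT-qPCR, flow cytometry, and immunostaining) were not analysed here, nor was MAPK signaling, and no GO annotation was at hand. How many mice were pooled in a library is not stated in the paper's text.

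Barcodes were called as cells when they held at least the UMIs at percentile 99 of the 10000 barcodes with the most UMIs, divided by 10. Cells with 10% or more mitochondrial UMIs were removed, then the cells with the highest Scrublet scores (scanpy 1.11.5) at 0.8% for each 1000 called cells (5.17% of mIgG1, 5.80% of Ang2 Ab, 5.10% of Ctrl, and 3.96% of *EC-Ang2* cells), then cells with UMIs of at least 3 of 12 cycling genes (243, 304, 466, and 191 called cells). The threshold that Scrublet chose by itself would have removed 2.80%, 2.88%, 0.0157%, and 1.88%. Called cells held 82.6%, 79.7%, 82.4%, and 83.6% of the UMIs. The libraries of each pair were clustered together with Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5), with CCA alignment, 2000 variable genes, 20 dimensions, and resolution 0.8, first into cell classes and then within immune cells and ECs; the paper used Seurat 2.3. Genes reported as results were left out of the variable genes. Cells were assigned to the class whose markers had the highest mean expression relative to the cluster where each marker was highest, and a cluster with a score above 0.4 for both ECs and immune cells was left out as mixed. Within a class, a cluster could take the name of a type with at least 3 markers found in a share of 0.1 of its cells and a score of at least 0.25. Of these, the type with the most markers among the 10 genes that led the cluster was taken, and with none among them the type with the highest score if it led the next by 0.1. A cluster was left unnamed if another type had more markers among the leading genes, or if its median UMIs were under 33% of the library's with none of its markers leading. It was called mixed if 2 or more markers of another class led it, or if it scored above 0.3 for Th cells or 0.4 for microglia under another name. The marker sets and the gene lists were written before the data were examined, whereas these naming rules and their thresholds were set after the clusters had been seen. The clusters and their names are rebuilt and are not those of the paper.

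UMIs were summed over the cells of a type in a library and expressed per 1000000 UMIs (CPM), with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3; figures were drawn with matplotlib 3.10.9. Ratios between treated and control libraries are on the log2 scale, and a level of 0 UMIs was set to a floor of 3 UMIs. Intervals are 95% exact Poisson intervals for levels, exact conditional binomial intervals for ratios, exact binomial intervals for shares, and 2000 Poisson resamplings for list medians. They hold counting error only, not the spread between cells, mice, or libraries. With 1 library per condition, no p value was computed, and the adjusted P values of the paper came from tests that took cells as replicates. A gene counted as lower or higher when its level changed 1.5-fold, with a UMI in at least 10% of the cells of a library and at least 50 UMIs in both libraries together. Genes were named by a rule: every gene that the paper names for these results, the genes of the lists where a list is discussed, and the 3 largest falls and rises that pass the size rule in each cell type and comparison, apart from some genes that are not reported here.

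Lists for antigen processing and presentation (19 genes), inflammatory response (18), leukocyte adhesion and migration (13), T cell activation (10), oxidative stress (17), and interferon-γ response (13) stood in for the GO processes; those for the TREM2/APOE pathway (5), MHC (5), MHCII (4), APOE-induced genes (4), homeostatic genes (8 each in microglia and macrophages), EC adhesion molecules (6), and the 3 columns of Supplemental Table 1 were taken from the paper. A list's genes needed 10 UMIs in both libraries together. The percentile of each median among 10000 random lists matched for level is a description, not a test. Lists of 12 stress genes, 10 tip cell genes, 6 macrophage genes, 5 monocyte genes, and 5 microglia genes were added after seeing the data.

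Free RNA was measured in barcodes with 1 to 20 UMIs. Its share in ECs was estimated from immune-only genes and its share in immune cells from EC-only genes (*Cldn5*, *Cdh5*, *Flt1*, and *Egfl7*), from their level relative to that in empty barcodes. For shares of cells with a UMI, each cell was thinned to 2000 UMIs.

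The calculation was tested on simulated data with the totals of the microglia-like and capillary-venous–like cells of the blockade pair. Of genes made lower, 93 of 93 and 96 of 96 were found, and of genes made higher 100 of 100 and 100 of 100. Of unchanged genes, 134 of 7576 in microglia-like cells and 86 of 5398 in capillary-venous–like ECs passed as lower by counting error alone. The intervals held the true ratio in 95.3% and 95.6% of genes. Each simulated cell was drawn by Poisson sampling from 1 shared profile, so that coverage near 95% was set in advance. Spread between cells of a type was not simulated, so that more unchanged genes may pass in the real data. A simulated list of 20 genes had a median of −1.55 (−1.62 to −1.46) for a true −1.59 in microglia-like cells and of −1.51 (−1.62 to −1.37) for a true −1.62 in capillary-venous–like ECs. Of 100 unchanged lists, 11 and 5 fell outside percentiles 5 to 95.

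The alternatives were 3000 expected cells, under 5% mitochondrial UMIs, no doublet removal, cycling cells kept, no CCA alignment, resolution 1.6, the result genes kept as clustering features, the mean of each cell's CPM, median ratio scaling, subtraction of free RNA, empty barcodes of 21 to 100 UMIs, a natural log fold change of 0.25, a fold of 2, and equal cell numbers. A minimum of 500 UMIs per cell, removal of microglia-like cells with 2 or more macrophage genes, 3 other choices of clusters, and the clusters of capillary-venous–like ECs computed apart were added after seeing the data. No sample was left out. At barcodes that were cells in 1 library of a pair alone, the other library held UMIs equal to 1.14% (mIgG1 cells in Ang2 Ab), 1.56% (Ang2 Ab cells in mIgG1), 0.407% (Ctrl cells in *EC-Ang2*), and 0.382% (*EC-Ang2* cells in Ctrl) of those in the cells, and these were not removed from the counts.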

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

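The minimum of 500 UMIs per cell, the removal of the cluster led by *Gpnmb*, *Arg1*, and *Fabp5*, and the test of EC composition for *Angpt2* were chosen only after the result was seen; the lists of stress, tip cell, and monocyte genes were also chosen once the data had been seen. With 1 library per condition, none of these patterns was tested against the spread between mice, and condition cannot be separated from library.

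Microglia-like cells made up 1.73% of the immune cells of the *EC-Ang2* library, a share that the paper does not report and that drew attention because it was 28.7% in Ctrl. At a minimum of 500 UMIs per cell, the shares were 2.71% and 33.0%, a ratio of 0.0820, which argues against microglia lost below the UMI threshold. The markers *Sall1*, *Siglech*, *Olfml3*, *Sparc*, and *Fcrls* summed over all immune cells had 125 CPM in *EC-Ang2* and 1684 CPM in Ctrl, a ratio of 0.0742, which argues against microglia placed in other clusters. Among microglia-like and macrophage-like cells thinned to 2000 UMIs, those without a UMI of *Ly6c2*, *Ccr2*, *Plac8*, and *Fn1* were 4.81% and 33.4%, a ratio of 0.144, which argues against microglia kept as cells with their markers switched off. There were 1.93 and 18.3 microglia-like cells per 100 ECs, a ratio of 0.106, but immune cells and ECs were sorted in equal numbers, so that this ratio falls with more infiltrating cells as well and a larger number of them stays open. Loss of microglia during isolation or sorting was not tested and stays open, as does an effect of Ang2 overexpression on their share.

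Several lists moved in opposite directions in microglia-like and macrophage-like cells with Ang2 overexpression; the difference itself was not tested. The medians differed by 1.56 on the log2 scale for interferon-γ–induced genes (0.59 and −0.97), by 2.27 for the MHC genes (1.54 and −0.72), and by 2.34 for *Cd74*, *H2-Aa*, *H2-Ab1*, and *H2-Eb1* (1.56 and −0.78). A list of 5 monocyte genes had a median of −0.51 (interval −0.58 to −0.43) in macrophage-like cells, with 2 higher and *Chil3* among these (2.66), so that more newly arrived monocytes stay open as an explanation of the fall of the MHC genes there, because the genes of the list went both ways. Without the cluster led by *Gpnmb*, *Arg1*, and *Fabp5*, which came mostly from *EC-Ang2*, the MHC median in macrophage-like cells was −0.71, which argues against that cluster. The microglial values rest on 41 cells of *EC-Ang2*, and with cycling cells kept, the medians in them were 0.34 for the MHC genes and 0.13 for interferon-γ–induced genes. A difference between microglia and macrophages in their response stays open, as untested.

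*Angpt2* was higher after Ang2 blockade in each of the 4 EC types, with a smallest log2 ratio of 2.21, a change that the paper does not discuss. Under the alternatives, the ratio fell to 1.46 in capillary-venous–like ECs with the result genes kept as clustering features and to 1.74 in capillary-arterial–like ECs with a minimum of 500 UMIs. That it stayed above 0 in each type argues against a larger share of ECs of a type rich in *Angpt2*. A list of 12 stress genes had a median of 0.32 (0.29 to 0.36) over all ECs, with 12 higher, at percentile 100 of random lists, so that a stress response during isolation stays open; how large a rise of *Angpt2* it would bring was not tested. Free RNA accounts for 1.82% of the *Angpt2* UMIs in Ang2 Ab ECs, which argues against free RNA. A list of 10 tip cell genes, of which 9 were measured, had a median of 0.58 (0.25 to 0.71; 6 higher), so that a shift to a tip-cell-like state cannot be told apart from its absence, because the interval lies on both sides of the limit of 0.58 set for the test. A response of ECs to the antibody stays open, as untested.

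In the 4 EC types, *Ccl12* was lower with Ang2 overexpression, with a smallest fall of −2.59 on the log2 scale, and *Chil3* was higher, with a smallest rise of 3.31. Both are outside the genes that the paper discusses. Free RNA accounts for at least 101% of the *Ccl12* UMIs in Ctrl and 94.8% of the *Chil3* UMIs in *EC-Ang2* in each EC type, so that these changes may stem from RNA of other cells. No biological explanation was tested.

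Among the genes that moved in both microglia-like and macrophage-like cells, also outside those that the paper discusses, *Gpx3* was lower (smallest fall −1.59) and *Ccl24* higher (smallest rise 5.14) after Ang2 blockade, and *Tmem176a* was lower (−1.97) and *Chil3* higher (2.54) with Ang2 overexpression. Free RNA accounts for at most 43.5% of the UMIs of *Gpx3*, 3.03% of *Ccl24*, 12.9% of *Tmem176a*, and 27.3% of *Chil3* in the cells and library where each was higher, which argues against free RNA as the whole source. Macrophage RNA in microglia-like cells from doublets was not tested for these genes and stays open, as does an effect of the treatment; no biological explanation was tested.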

How the results depend on the processing

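The 14 alternatives named first in the processing summary were chosen with the main settings, and 5 were added after seeing the data: a minimum of 500 UMIs, the cluster led by *Apoe* and *Ms4a7* counted as macrophage-like, the cluster led by *Trp53i11*, *Tubb6*, and *Angpt2* counted as capillary-venous–like, the cluster led by *Gpnmb*, *Arg1*, and *Fabp5* left out, and microglia-like cells with 2 or more macrophage genes left out. Of 1191 values for 104 results, 904 stayed within counting error of the main value or, for counts, within 1.5 times of it, 278 moved further, and 9 changed direction beyond counting error. No paired analysis was possible because each condition had 1 library. Median ratio scaling gave no value for levels compared between cell types of 1 library, and equal cell numbers were used for numbers of genes alone. Unless stated, the cause was not tested. Values below are log2 ratios or their medians, with the main value in parentheses at first mention; where a pair of values is given, blockade comes before overexpression and microglia-like before macrophage-like cells.

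After free RNA was subtracted, 83 of 92 results stayed the same. The MHC genes in microglia-like cells had 1.69 with overexpression (1.54), and ECs over macrophage-like cells had 7.98 for *Angpt2* (5.45) and 9.91 for *Tek* (5.85), values set by the floor of 3 UMIs in macrophage-like cells, from which subtraction left 0 UMIs of either gene. The MHCII genes in all ECs had 0.0884 after blockade (−0.40); this is the ratio of the UMI totals of the 2 libraries, which results because *Cd74* and *H2-Aa* were at that floor in both, and holds no direction. With each cell's CPM averaged, 53 of 83 stayed the same. The MHC genes had −1.15 after blockade (−0.83) and 1.75 with overexpression in microglia-like cells, and −0.39 (−0.26) and −0.78 (−0.72) in macrophage-like cells. The inflammatory response list in microglia-like cells with overexpression changed direction to 0.0255 (−0.20), homeostatic genes had 0.24 (0.10), MHCII genes in ECs −0.52, and 4 of 5 lists were higher in microglia-like cells with overexpression (2). ECs over macrophage-like cells changed direction to −0.0464 for *Itga5* (0.18) and had 1.14 for *Itgb1* (1.21). With median ratio scaling, 74 of 83 stayed the same; the MHC genes had −0.90 and 1.64 in microglia-like and −0.29 in macrophage-like cells after blockade, homeostatic genes had 0.0288, and 1 of 5 lists was lower in macrophage-like cells after blockade (0).

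The numbers of lower genes follow the threshold by construction. A natural log fold change of 0.25 gave 765 in microglia-like (292), 366 in macrophage-like (129), 448 in granulocyte-like (199), 530 in Th cell–like (186), 224 in dendritic cell–like (88), 626 in venous-like (215), 599 in capillary-venous–like (250), 385 in capillary-arterial–like (136), and 554 in arterial-like cells (191). A fold of 2 gave 68, 22, 39, 29, 15, 44, 61, 33, and 26 in the same order. At equal cell numbers, which leave fewer UMIs, there were 157 in microglia-like, 108 in granulocyte-like, 66 in Th cell–like, 101 in capillary-venous–like, 76 in capillary-arterial–like, and 88 in arterial-like cells. Empty barcodes of 21 to 100 UMIs held 12896 CPM of MHCII genes in mIgG1 (13308), 10474.5 in Ang2 Ab (9807), 9754 in Ctrl (8176), and 9519 in *EC-Ang2* (7433).

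With 3000 expected cells, 73 of 100 stayed the same. There were 233 lower genes in capillary-arterial–like ECs, the MHC genes had −0.90 and 1.89 in microglia-like and −0.25 and −0.65 in macrophage-like cells, APOE-induced genes had 1.93 (1.69) and 1.54 (1.47) with overexpression, and *Vcam1* in capillary-venous–like ECs had −1.82 after blockade (−0.82). Under 5% mitochondrial UMIs kept 94 of 100 the same, with −0.53 for that *Vcam1* ratio. Without doublet removal, 85 of 100 stayed the same; there were 508 lower genes in Th cell–like and 236 in capillary-arterial–like cells, the MHC genes had 1.74 in microglia-like cells with overexpression and −0.24 and −0.70 in macrophage-like cells, APOE-induced genes had 1.96 in microglia-like cells, TREM2/APOE genes −0.99 in macrophage-like cells after blockade (−1.05), and MHCII genes in ECs −0.57. With cycling cells kept, 69 of 100 stayed the same; the MHC genes had −0.95 and 0.34 in microglia-like and −0.24 in macrophage-like cells after blockade, APOE-induced genes had 0.70 and 1.54, homeostatic genes 0.00557, TREM2/APOE genes −0.98 in macrophage-like cells, *Itga5* 0.39, *Angpt2* in capillary-venous–like over other ECs 0.44 (0.97), and *Vcam1* with overexpression 1.42 (1.93).

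Without CCA alignment, 69 of 100 stayed the same. There were 62 lower genes in macrophage-like and 227 in capillary-arterial–like cells, the MHC genes had −0.79 and 1.06 in microglia-like and −0.49 and −0.76 in macrophage-like cells, TREM2/APOE genes had −0.46 (−0.61) and −0.37 after blockade, and APOE-induced genes 0.52 and 1.53. The adhesion and migration list in macrophage-like cells after blockade changed direction to −0.0729 (0.10), with 2 of 5 lists lower, *Angpt2* in capillary-venous–like over other ECs changed direction to −0.58, and *Vcam1* had −0.44 and 0.82. At resolution 1.6, 77 of 100 stayed the same; the MHC genes had −0.88 and 1.24 in microglia-like and −0.34 and −0.76 in macrophage-like cells, APOE-induced genes 1.40 in microglia-like cells, TREM2/APOE genes −0.92 in macrophage-like cells, and 1 of 5 lists was lower in macrophage-like cells. With the result genes kept as clustering features, 75 of 100 stayed the same; the MHC genes had −1.56 in microglia-like and −0.24 in macrophage-like cells after blockade, TREM2/APOE genes −1.40 in microglia-like cells, 1 of 5 lists was lower in macrophage-like cells and 1 of 3 in capillary-venous–like ECs (2), *Angpt2* changed direction to −0.39, and *Vcam1* changed direction to 0.57 after blockade and had 1.45 with overexpression.

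Of the added alternatives, a minimum of 500 UMIs kept 76 of 100 the same, with 163 lower genes in microglia-like, 151 in capillary-venous–like, and 85 in capillary-arterial–like cells. The MHC genes had 1.66 in microglia-like cells with overexpression and −0.31 and −0.76 in macrophage-like cells, the inflammatory response list in microglia-like cells with overexpression changed direction to 0.0546, TREM2/APOE genes had −0.49 and APOE-induced genes 2.18 in microglia-like cells, MHCII genes in ECs −0.48, 1 of 5 lists was lower in macrophage-like cells, and *Vcam1* had −0.98 after blockade. Without the microglia-like cells with macrophage genes, 15 of 31 stayed the same; the MHC genes had −1.12 and 1.96, the inflammatory response list with overexpression changed direction to 0.0161, TREM2/APOE genes had −0.84, APOE-induced genes 2.13, homeostatic genes 0.27, and 4 of 5 lists were higher with overexpression. The *Apoe* cluster counted as macrophage-like kept 25 of 27 the same, with −0.25 for the MHC and −0.98 for the TREM2/APOE genes after blockade. The *Trp53i11* cluster counted as capillary-venous–like kept 13 of 17 the same, with 1.94 for *Angpt2* over other ECs, which is itself a leading gene of that cluster. The *Gpnmb* cluster left out kept 20 of 27 the same, with 0.77 for the APOE-induced genes in macrophage-like cells, of which *Gpnmb* and *Fabp5* lead that cluster.

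Signs of log2 ratios, including those within counting error of 0, held in 72 of 74 with 3000 expected cells, 74 of 74 under 5% mitochondrial UMIs, 71 of 74 without doublet removal, 73 of 74 with cycling cells kept, 71 of 74 without CCA alignment, 72 of 74 at resolution 1.6, 68 of 74 with the result genes kept, 69 of 74 with each cell's CPM averaged, 72 of 74 after free RNA was subtracted, and 62 of 65 with median ratio scaling. The *EC-Ang2* values of microglia-like cells are limited by 41 cells.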

Differences from the paper's values

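No value that the paper states for a measure also computed here differed by more than 1.5 times: 6 immune cell types and 4 EC types were named, and 22, 14, and 35 genes of Supplemental Table 1 moved in both stated directions in microglia-like, macrophage-like, and capillary-venous–like cells. The paper's counts of significant genes came from tests that took cells as replicates, whereas the numbers of genes here follow a rule of size.

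The paper ranks macrophages next after microglia by the number of genes lower after Ang2 blockade. Here the order was microglia-like (292), granulocyte-like (199), Th cell–like (186), macrophage-like (129), and dendritic cell–like cells (88). Macrophage-like cells were next after microglia-like cells at equal cell numbers (113), and the paper's full order was reached under 0 of 13 alternatives. For ECs, the paper ranks capillary-arterial ECs next after capillary-venous ECs and venous ECs last. Here the order was capillary-venous–like (250), venous-like (215), arterial-like (191), and capillary-arterial–like ECs (136). Capillary-arterial–like ECs were next after capillary-venous–like ECs under 0 of 13 alternatives, venous-like ECs were last with 3000 expected cells (166) and without CCA alignment (148), and the full order was reached under 0 of 13 alternatives.

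The paper describes genes lower in microglia after Ang2 blockade as belonging to antigen presentation, inflammation, leukocyte adhesion and migration, T cell activation, the MAPK cascade, and oxidative stress. Those processes came from GO analysis of the significantly lower genes alone. A list's median covers all of its measured genes, so that the 2 measures are unlike and a median above 0 does not refute the GO result. No list was written for the MAPK cascade, which was not analysed here. Of the 5 lists written for these processes, 2 had medians below 0, and those of inflammatory response (0.78) and T cell activation genes (0.28) were above 0 under each alternative. The adhesion and migration list (0.05) was below 0 when each cell's CPM was averaged, with median ratio scaling, with 3000 expected cells, without doublet removal, with cycling cells kept, at resolution 1.6, with the result genes kept, and without the microglia-like cells with macrophage genes, the last chosen after seeing the values. The paper describes similar processes as lower in macrophages; here 0 of 5 medians were below 0. One or more were below 0 without CCA alignment (2), with median ratio scaling, at resolution 1.6, with the result genes kept (1 each), and with a minimum of 500 UMIs (1), the last chosen after seeing the values.

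The paper states that most of these processes were higher with Ang2 overexpression in both types. By list medians, which are not the paper's measure, those above 0 numbered 2 of 5 in microglia-like cells and 1 of 5 in macrophage-like cells. In microglia-like cells, most were above 0 when each cell's CPM was averaged (4), with median ratio scaling, 3000 expected cells, no doublet removal, and the result genes kept (3 each), and without the cells with macrophage genes (4) and with a minimum of 500 UMIs (3), the last pair chosen after seeing the values. In macrophage-like cells the number was 1 under each alternative.

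The paper states that MHCII rose in CNS myeloid cells with Ang2 overexpression, from flow cytometry and immunostaining of protein in groups of mice as well as from transcripts. The median of its MHC genes, which include the class I genes *H2-K1* and *H2-Q7*, was 1.54 in microglia-like cells and −0.72 in macrophage-like cells, and the latter was below 0 under each alternative. These values are transcripts of 1 library per condition, and the protein measurements were not analysed here. The paper names *H2-K1* and *H2-Q7* among the genes lower in microglia and macrophages after Ang2 blockade. In macrophage-like cells, 4 of its 5 MHC genes were lower, with a log2 ratio of −0.04 for *H2-K1*, and that of *H2-Q7* was 0.19; single genes were not computed under the alternatives. The paper lists *Hp* in microglia as inversely regulated, and here it fell in both pairs (−1.13 and −1.14); the number of listed genes that moved in both directions was 21 or 22 of 23 under each alternative.

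The paper describes the levels of the integrin subunits as comparable in ECs, macrophages, and microglia. The log2 ratio of ECs was 1.21 over macrophage-like and 1.29 over microglia-like cells for *Itgb1*, and above 1 under each alternative, whereas it was 0.18 and 0.44 for *Itga5*. The paper describes MHCII genes as expressed by ECs and lowered by Ang2 blockade. Their median in all ECs was −0.40, but free RNA accounts for 98.0% of their UMIs in mIgG1 and 105% in Ang2 Ab ECs, so that expression by ECs was not separable from background. From GO analysis, a measure unlike a list's median, the paper describes leukocyte adhesion among the processes lower in capillary-venous ECs. Of the lists for the processes that the paper names there, those of antigen presentation (−0.83), T cell activation (−0.28), and interferon-γ–induced genes (−1.26), taken for the response to cytokine, were lower, and that of adhesion and migration had a median of 0.13 in the main setting, and −0.04 after free RNA was subtracted. The 6 EC adhesion molecules, a separate list, had a median of −0.28 in these ECs, with 5 of 6 lower.

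*Angpt2* was highest in capillary-venous–like ECs of mIgG1 in the main setting, as the paper states, but not without CCA alignment (−0.58) or with the result genes kept (−0.39). The paper states that *Vcam1* fell in capillary-venous ECs after blockade; it was −0.82 in the main setting, 0.57 with the result genes kept, and 0.67 within the capillary-venous–like cluster led by *Car4*, computed apart after seeing the values.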

Other observations

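The tests of macrophage RNA in microglia-like cells and of stress genes in microglia-like and macrophage-like cells were chosen only after the result was seen, as were the alternatives without microglia-like cells that held macrophage genes and without the *Gpnmb* cluster.

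MHCII transcripts in ECs of the blockade pair may come from free RNA, which accounts for at least 98.0% of the UMIs of the 4 genes together. The same holds for *Lyz2* and *Saa3* in capillary-venous–like ECs, where it accounts for at least 94.6% of the UMIs of both together in the blockade pair, and for 73.3% of those of *Saa3* alone in mIgG1. In microglia-like cells of the blockade pair, free RNA accounts for at most 5.53% of the UMIs of *Saa3*, *Hp*, *Ly6i*, and *Thbs1* together and at most 8.71% of those of a single one (*Hp*), which argues against it there. In the overexpression pair, it accounts for 21.8% of the UMIs of the 4 together in Ctrl and 5.92% in *EC-Ang2*, with 50.1% of those of *Saa3* in Ctrl and 58.0% of those of *Hp* in *EC-Ang2*, so that free RNA is not excluded there.

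Libraries of a pair shared UMIs at the same barcodes. At barcodes that were cells in 1 library of the blockade pair alone, the other library held 7.33 and 7.68 times the UMIs found at barcodes that were cells in none, and 3.36 and 3.77 times in the overexpression pair. The other comparisons of 12 ran from 0.965 to 1.22. The number of barcodes that were cells in both libraries was 64 in the blockade pair (63.7 expected by chance) and 39 in the overexpression pair (42.8 expected). Reads given to the wrong library on a shared sequencing run are a candidate explanation.

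Outside every list, the log2 ratios of blockade and overexpression ran in opposite directions across genes, with a Pearson r of −0.257 in microglia-like cells (Spearman rho −0.226, 6171 genes), −0.283 in macrophage-like cells (−0.224, 5149 genes), and −0.241 in capillary-venous–like ECs (−0.199, 5351 genes). Genes are not independent replicates. The r was −0.310 in granulocyte-like, −0.152 in Th cell–like, −0.0343 in dendritic cell–like, −0.185 in venous-like, −0.0513 in capillary-arterial–like, and 0.0722 in arterial-like cells. Opposite regulation beyond the genes that the paper lists may underlie the values in the first 3 types. Technical differences that run in opposite directions in the pairs were not tested as a source and stay open. Median UMIs of called cells were 6955.5 in mIgG1 and 4946 in Ang2 Ab, but 5148.5 in Ctrl and 7373 in *EC-Ang2*. Over all ECs, the list of stress genes had a median log2 ratio of 0.32 after blockade and −0.25 with overexpression. In macrophage-like cells, its median after blockade was 0.03.

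*Angpt2* over all ECs was 16.4 times as high in *EC-Ang2* as in Ctrl (25.9 in venous-like, 9.05 in capillary-venous–like, 13.0 in capillary-arterial–like, and 7.15 in arterial-like ECs), consistent with transcripts of the transgene counted as *Angpt2*. The 4 Y-linked genes *Ddx3y*, *Uty*, *Kdm5d*, and *Eif2s3y* together had at most 0.0775 CPM in a library and *Xist* had 703, 747, 783, and 814 CPM, which argues against cells of male mice.

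The fall of the MHC genes in microglia-like cells after Ang2 blockade was weighed against other explanations. Interferon-γ–induced genes had a median of 0.13, with 5 lower and 8 higher, which leaves open whether fewer cells responded to interferon-γ. Without the microglia-like cells with 2 or more macrophage genes, the medians were −1.12 for the MHC and −0.84 for the TREM2/APOE genes, which argues against doublets as their source. These macrophage genes themselves may come from doublets, since in each library of the blockade pair the cells that held 2 or more of them had at least 1.65 times the median UMIs of those with none, and free RNA accounts for at most 5.96% of the UMIs of the 6 genes together; large microglia were not tested as another explanation.

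Inflammatory response genes were higher after Ang2 blockade in microglia-like and macrophage-like cells. The 12 stress genes had a median of 0.73 (interval 0.55 to 0.80; 10 higher) in microglia-like cells, where a stress response during isolation cannot be told apart from an effect of blockade, because the interval lies on both sides of the limit of 0.58 set for the test and each condition is 1 library. In macrophage-like cells the median was 0.0284 (−0.03 to 0.10; 8 of 12 higher); with genes that went both ways, it leaves a stress response open there too.

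The rise of APOE-induced genes in macrophage-like cells of *EC-Ang2* was 0.77 without the cluster led by *Gpnmb*, *Arg1*, and *Fabp5* and 1.47 with it, so that this cluster may account for part of the rise, but not for all of it.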
